# AAV-Txnip prolongs cone survival and vision in mouse models of retinitis pigmentosa

**DOI:** 10.7554/eLife.66240

**Published:** 2021-04-13

**Authors:** Yunlu Xue, Sean K Wang, Parimal Rana, Emma R West, Christin M Hong, Helian Feng, David M Wu, Constance L Cepko

**Keywords:** retina, neurodegeneration, gene therapy, cone photoreceptor, retinal metabolism, mitochondria, Mouse

## Abstract

Retinitis pigmentosa (RP) is an inherited retinal disease affecting >20 million people worldwide. Loss of daylight vision typically occurs due to the dysfunction/loss of cone photoreceptors, the cell type that initiates our color and high-acuity vision. Currently, there is no effective treatment for RP, other than gene therapy for a limited number of specific disease genes. To develop a disease gene-agnostic therapy, we screened 20 genes for their ability to prolong cone photoreceptor survival in vivo. Here, we report an adeno-associated virus vector expressing Txnip, which prolongs the survival of cone photoreceptors and improves visual acuity in RP mouse models. A *Txnip* allele, C247S, which blocks the association of Txnip with thioredoxin, provides an even greater benefit. Additionally, the rescue effect of Txnip depends on lactate dehydrogenase b (Ldhb) and correlates with the presence of healthier mitochondria, suggesting that Txnip saves RP cones by enhancing their lactate catabolism.

## eLife digest

Retinitis pigmentosa is an inherited eye disease affecting around one in every 4,000 people. It results from genetic defects in light sensitive cells of the retina, called photoreceptor cells, which line the back of the eye. Though vision loss can occur from birth, retinitis pigmentosa usually involves a gradual loss of vision, sometimes leading to blindness. Rod photoreceptors, which are responsible for vision in low light, are impacted first. The disease then affects cone photoreceptors, the cells that detect light during the day, providing both color and sharp vision.

Around 100 mutated genes associated with retinitis pigmentosa have been identified, but only a handful of families with one of these mutant genes have been treated with a gene therapy specific for their mutated gene. There are currently no therapies available to treat the vast number of people with this disease. The mutations that cause retinitis pigmentosa directly affect the rod cells that detect dim light, leading to loss of night vision. There is also an indirect effect that causes cone photoreceptors to stop working and die. One theory to explain this two-step disease process relates to the fact that cone photoreceptors are very active cells, requiring a high level of energy, nutrients and oxygen. If surrounding rod cells die, cone photoreceptors may be deprived of some essential supplies, leading to cone cell death and daylight vision loss.

To examine this theory, Xue et al. tested a new gene therapy designed to alleviate the potential shortfall in nutrients. The experiments used three different strains of mice that had the same genetic mutations as humans with retinitis pigmentosa. The gene therapy used a virus, called adeno-associated virus (AAV), to deliver 20 different genes to cone cells. Each of the 20 genes tested plays a different role in cells’ processing of nutrients to provide energy. After administering the treatment, Xue et al. monitored the mice to see whether or not their vision was affected, and how cone cells responded.

Only one of the 20 genes, *Txnip*, delivered using gene therapy, had a beneficial effect, prolonging cone cell survival in all three mouse strains. The mice that received *Txnip* also retained their ability to discern moving stripes on vision tests. Further investigations demonstrated that activating *Txnip* forced the cones to start using a molecule called lactate as an energy source, which could be more available to them than glucose, their usual fuel. These cells also had healthier mitochondria – the compartments inside cells that produce and manage energy supplies. This dual effect on fuel use and mitochondrial health is thought to be the basis for the extended cone survival and function.

These experiments by Xue et al. have identified a good gene therapy candidate for treating retinitis pigmentosa independently of which genes are causing the disease. Further research will be required to test the safety of the gene therapy, and whether its beneficial effects translate to humans with retinitis pigmentosa, and potentially other diseases with unhealthy photoreceptors.

## Introduction

Retinitis pigmentosa (RP) is one of the most prevalent types of inherited retinal diseases affecting approximately 1 in ~4,000 people (Hartong et al., 2006). In RP, the rod photoreceptors, which initiate night vision, are primarily affected by the disease genes and degenerate first. The degeneration of cones, the photoreceptors that initiate daylight, color, and high-acuity vision, then follows, which greatly impacts the quality of life. Currently, one therapy that holds great promise for RP is gene therapy using adeno-associated virus (AAV) (Maguire et al., 2019). This approach has proven successful for a small number of genes affecting a few disease families (Cehajic-Kapetanovic et al., 2020). However, due to the number and functional heterogeneity of RP disease genes (≈100 genes that primarily affect rods, https://sph.uth.edu/retnet/), gene therapy for each RP gene will be logistically and financially difficult. In addition, a considerable number of RP patients do not have an identified disease gene. A disease gene-agnostic treatment aimed at prolonging cone function/survival in the majority of RP patients could thus benefit many more patients. Given that the disease gene is typically not expressed in cones, and thus their death is due to non-autonomous mechanisms that may be in common across affected families, answers to the question of why cones die may provide an avenue to a widely applicable therapy for RP. To date, the suggested mechanisms of cone death include oxidative damage (Komeima et al., 2006; Wellard et al., 2005; Xiong et al., 2015), inflammation (Wang et al., 2020; Wang et al., 2019; Zhao et al., 2015), and a shortage of nutrients (Aït-Ali et al., 2015; Kanow et al., 2017; Punzo et al., 2012; Punzo et al., 2009; Wang et al., 2016).

In 2009, we surveyed gene expression changes that occurred during retinal degeneration in four mouse models of RP (Punzo et al., 2009). Those data led us to suggest a model wherein cones starve and die due to a shortage of glucose, which is typically used for energy and anabolic needs in photoreceptors via glycolysis. Evidence of this ‘glucose shortage hypothesis’ was subsequently provided by orthogonal approaches from other groups (Aït-Ali et al., 2015; Wang et al., 2016). These studies have inspired us to test 20 genes that might affect the uptake and/or utilization of glucose by cones in vivo in three mouse models of RP (Figure 1—source data 1). Only one gene, *Txnip*, had a beneficial effect, prolonging cone survival and visual acuity in these models. *Txnip* encodes an α-arrestin family member protein with multiple functions, including binding to thioredoxin (Junn et al., 2000; Nishiyama et al., 1999), facilitating removal of the glucose transporter 1 (GLUT1) from the cell membrane (Wu et al., 2013), and promoting the use of non-glucose fuels (DeBalsi et al., 2014). Because α-arrestins are structurally distinct from the visual or β-arrestins, such as ARR3, Txnip is unlikely to bind to opsins or to participate in phototransduction (Hwang et al., 2014; Kang et al., 2015; Puca and Brou, 2014). We tested a number of *Txnip* alleles and found that one allele, C247S, which blocks the association of Txnip with thioredoxin (Patwari et al., 2006), provided the greatest benefit. Investigation of the mechanism of Txnip rescue revealed that it required lactate dehydrogenase b (Ldhb), which catalyzes the conversion of lactate to pyruvate. Imaging of metabolic reporters demonstrated an enhanced intracellular ATP:ADP ratio when the retina was placed in lactate medium. Moreover, by several measures, mitochondria appeared to be healthier as a result of Txnip addition, but this improvement was not sufficient for cone rescue.

The above observations led to a model wherein Txnip shifts cones from their normal reliance on glucose to enhanced utilization of lactate, as well as marked improvement in mitochondrial structure and function. Analysis of the rescue activity of several additional genes predicted to affect glycolysis provided support for this model. Finally, as our goal is to rescue cones that suffer not only from metabolic challenges, but also from inflammation and oxidative damage, we tested Txnip in combination with anti-inflammatory and anti-oxidative damage genes, and found additive benefits for cones. These treatments may benefit cones not only in RP, but also in other ocular diseases where similar environmental stresses are present, such as in age-related macular degeneration (AMD).

## Results

### Txnip prolongs RP cone survival and visual acuity

We delivered genes that might address a glucose shortage and/or mismanagement of metabolism in a potentially glucose-limited environment. To this end, 12 AAV vectors were constructed to test genes singly or in combination for an initial screen (Figure 1—figure supplement 1E). Subsequently, an additional set of AAV vectors were made based upon the initial screen results, as well as other rationales, to total 20 genes tested in all (Figure 1—source data 1). Most of these vectors carried genes to augment the utilization of glucose, such as hexokinases, phosphofructokinase, and pyruvate kinase. Each AAV vector used a cone-specific promoter, which was previously found to be non-toxic at the doses used in this study (Xiong et al., 2019). An initial screen was carried out in *rd1* mice, which harbor a null allele in the rod-specific gene, *Pde6b*. This strain has a rapid loss of rods, followed by cone death. The vectors were subretinally injected into the eyes of neonatal *rd1* mice, in combination with a vector using the human red opsin (RedO) promoter, to express a histone 2B-GFP fusion protein (AAV-RedO-H2BGFP). The H2BGFP provides a very bright cone-specific nuclear labeling, enabling automated quantification. As a control, eyes were injected with AAV-RedO-H2BGFP alone. *Rd1* cones begin to die at ≈postnatal day 20 (P20) after almost all rods have died (Figure 1—figure supplement 1A, Figure 1—figure supplement 2A). The number of *rd1* cones was quantified by counting the H2BGFP+ cells using a custom-made MATLAB program (Figure 1A, Figure 1—figure supplement 1C). Because ~11,000 *rd1* cones were counted in the central ½ radius of retina before their death at P20 (Figure 1—figure supplement 1E), we estimated ~20% H2BGFP labeling efficiency using data for wildtype mice for comparison (i.e., ~50,000 cones within ½ radius of wildtype retina) (Jeon et al., 1998), with this injection dose. Only cones within the central ½ radius region of the retina were counted since RP cones in the periphery die much later (Hartong et al., 2006; Punzo et al., 2009). Among the vectors with individual or combinations of genes, only Txnip preserved *rd1* cones at P50 (Figure 1A, B, Figure 1—figure supplement 1E). The effects were likely on cone survival as it did not change the number of cones at P20 prior to their death, but did provide survival benefit by ~P30 (Figure 1A, B, Figure 1—figure supplement 2A–C). The level of Txnip rescue in P50 *rd1* cones was comparable to that seen using AAV with a cytomegalovirus (CMV) promoter to express a transcription factor, Nrf2, that regulates anti-oxidation pathways and reduces inflammation, as we found previously (Xiong et al., 2015; Figure 1—figure supplement 1E). One combination led to a reduction in cone survival, that of Hk1 plus Pfkm (Figure 1—figure supplement 1E).

**Figure 1.**
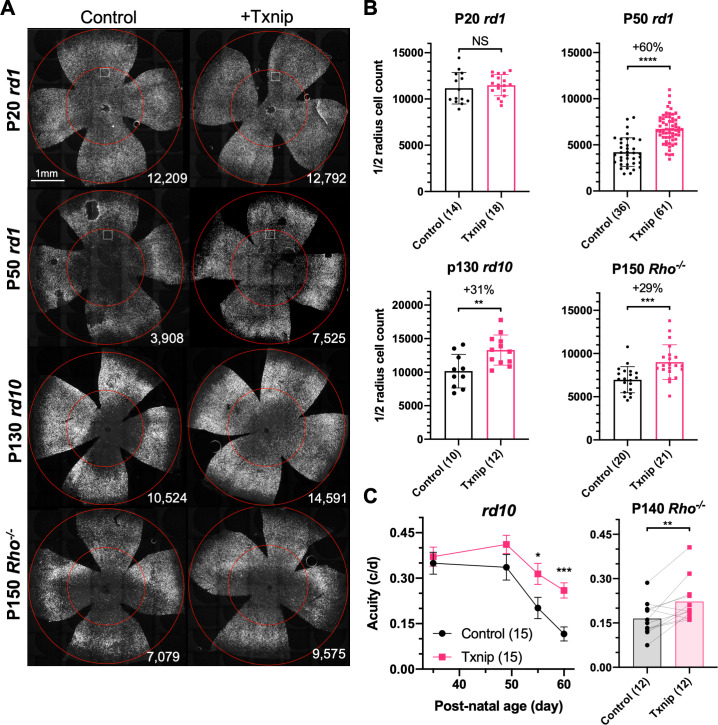
Txnip effects on cone survival and cone-mediated vision in retinitis pigmentosa (RP) mice. (**A**) Representative images from postnatal day 20 (P20) and P50 *rd1*, P130 *rd10,* and P150 *Rho*^-/-^ flat-mounted retinas, in which retinas were infected with adeno-associated viruses (AAVs) encoding Txnip and H2BGFP (AAV8-RedO-Txnip, ≈1 × 10^9^ vg/eye plus AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye) or control (AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye). The outer circle was drawn to mark the outline of the retina, and the inner circle was drawn to the ½ radius of the outer circle. The small boxes in the top four panels mark the regions shown at higher magnification in Figure 1—figure supplement 1C, demonstrating the pixels recognized as cones by the MATLAB automated-counting program. The number at the lower-right corner in each panel is the count of cones within the ½ radius of each image. All H2BGFP-labeled cones were counted within the central retina defined by the ½ radius (i.e., not just the cells from the small boxes). (**B**) Quantification of H2BGFP-positive cones within the ½ radius of the retina for different groups (same as in **A**). Error bar: standard deviation. The number in the round brackets ‘()’ indicates the sample size, that is, the number of retinas within each group. (**C**) Visual acuity of *rd10* and *Rho*^-/-^ mice transduced with Txnip or H2BGFP alone in each eye measured using an optomotor assay. Error bar: SEM. NS: not significant; p>0.05, *p<0.05, **p<0.01, ***p<0.001, **** p< or <<0.0001. RedO: red opsin promoter; AAV: adeno-associated virus. Figure 1—source data 1.Adeno-associated virus 8 vectors used in this study.Best1: retinal pigmented epithelium-specific promoter; SynPVI, SynP136, red opsin (RedO), RO1.7: various cone-specific promoters; N/A: not applicable; –: not performed; Pos: positive for cone rescue; Neg: negative for cone rescue.

**Figure 1—figure supplement 1.**
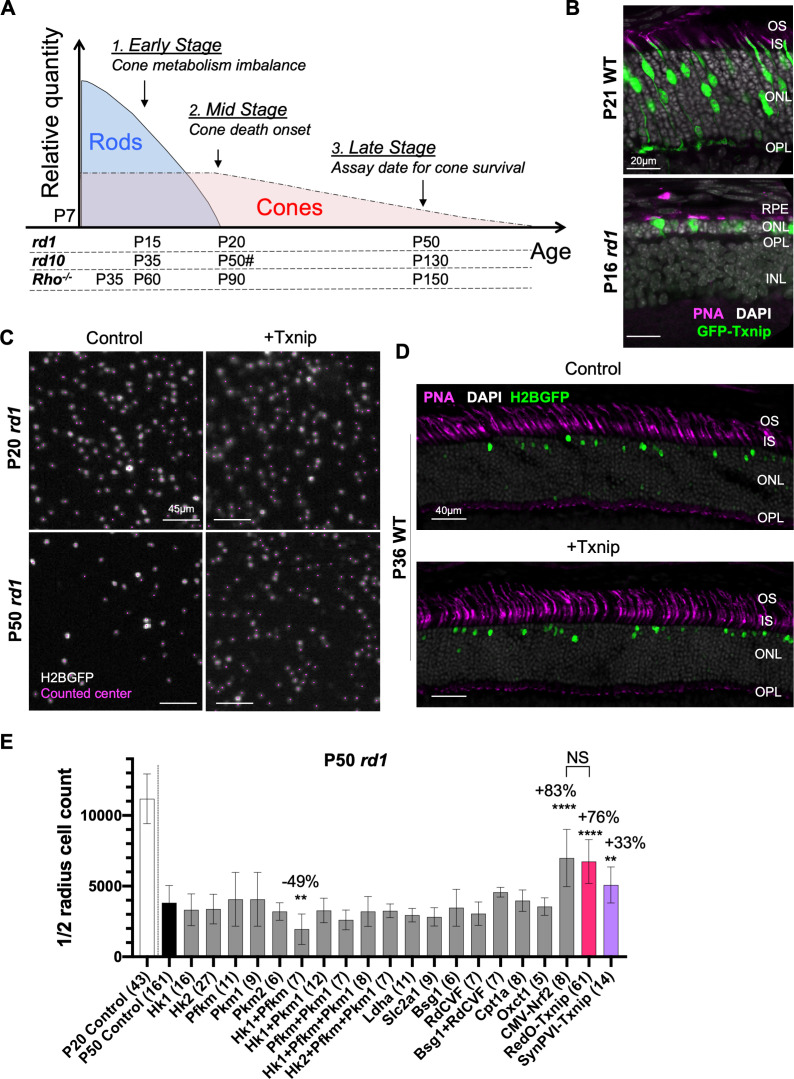
Additional figures for effects of metabolic genes on cone survival. (**A**) Schematics of photoreceptor degeneration in retinitis pigmentosa (RP) mice (Punzo et al., 2009). # *rd10* mid stage varies due to light-dependent rod degeneration (Chang et al., 2007). (**B**) The localization of Txnip expression in cones was tracked using a fusion protein of Txnip and GFP. AAV8-RO1.7-GFP-Txnip (1 × 10^9^ vg/eye, RO1.7 is a shorter version of red opsin promoter [RedO] of similar expression pattern) expression in P21 wildtype (WT) (BALB/c) and P16 *rd1* retina are shown (green: GFP; magenta: peanut agglutinin [PNA] for cone extracellular matrix; gray: DAPI).OS: outer segment; IS: inner segment; ONL: outer nuclear layer; OPL: outer plexiform layer; INL: inner nuclear layer; RPE: retinal pigmented epithelium. (**C**) Pixels recognized as cones by a MATLAB automated-counting program. Images are from the small boxes in the top four panels of Figure 1A (gray: H2BGFP-labeled cones; magenta: center of one labeled cell recognized by MATLAB program). (**D**) P36 WT (C57BL/6J) retinal cross section with PNA staining injected with control (AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye) or AAV8-RedO-Txnip (2 × 10^9^ vg/eye) to assess if RedO-Txnip was toxic to cones (magenta: PNA; green: H2BGFP; gray: DAPI). (**E**) Quantification of H2BGFP-positive cones within the ½ radius of P20 *rd1* control retinas, and P50 *rd1* retinas transduced with 20 different vectors and combinations (single: ≈1 × 10^9^ vg/eye; combination: ≈2–3 × 10^9^ vg/eye total) or control (AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye). All injections of experimental vectors included AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye. The number in the round brackets ‘()’ indicates the sample size, that is, the number of retinas within each group. (Note: we did not use dark-reared *rd10* for testing the RdCVF vector, and our adeno-associated virus (AAV) capsid and promoter were different from the original study of Byrne et al., 2015.) Error bar: standard deviation. NS: not significant; p>0.05, *p<0.05, **p<0.01, ***p<0.001, **** p< or <<0.0001. (Same applies to the rest of the figure supplements.) RedO: red opsin promoter.

**Figure 1—figure supplement 2.**
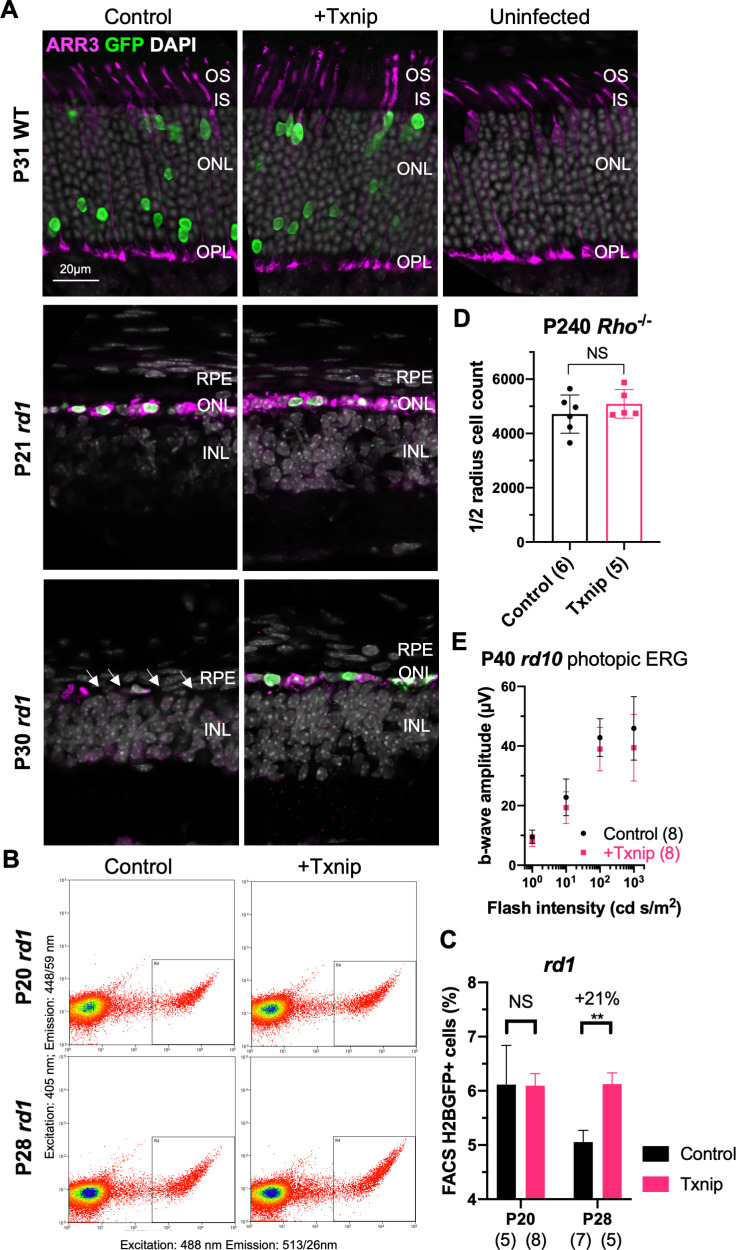
Additional figures for Txnip effects on cone survival. (**A**) P31 wildtype (C57BL/6J), P21 rd1, and P30 rd1 retinal cross section with ARR3 antibody staining with AAV8-RedO-Txnip (1 × 10^9^ vg/eye, plus AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye) or control (AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye). Arrows: absent cone nuclei in *rd1 *outer nuclear layer (ONL) at P30 (magenta: ARR3; green: GFP; gray: DAPI). (**B**) Representative flow cytometry gating for cones and non-cone cells in the retina from different conditions. Cones were defined as AAV8-SynP136-H2BGFP (1 × 10^9^ vg/eye)-positive cells. Non-cones were defined as SynP136-H2BGFP-negative cells. No DAPI staining was applied. (**C**) Quantification by flow cytometry (FACS) of H2BGFP-positive cones from P20 and P28 rd1 retinas transduced with control (AAV8-SynP136-H2BGFP, 1 × 10^9^ vg/eye) or AAV8-RedO-Txnip (1 × 10^9^ vg/eye, plus AAV8-SynP136-H2BGFP, 1 × 10^9^ vg/eye). The number in the round brackets ‘()’ is sample size, that is, number of retinas. Error bar: SEM. (**D**) Quantification of H2BGFP-positive cones within the ½ radius of P240 *Rho*^-/-^ retinas transduced with Txnip (AAV8-RedO-Txnip, 1 × 10^9^ vg/eye, plus AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye) or control (AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye). Error bar: standard deviation. (**E**) Ensemble- averaged photopic electroretinography b-wave amplitude from P40 *rd10* eyes injected at P0 with control (AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye) or Txnip (AAV8-RedO-Txnip, 1 × 10^9^ vg/eye, plus AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye), elicited by 1 (peak), 10 (peak), 100 (xenon), and 1000 (xenon) cd s/m^2^ white light flashes with a white light background of 30 cd/m^2^. Error bar: SEM. RedO: red opsin; AAV: adeno-associated virus.

Our initial screen used the RedO promoter to drive Txnip expression. To evaluate a different cone-specific promoter, Txnip also was tested using a newly described cone-specific promoter, SynPVI (Jüttner et al., 2019). This promoter also led to prolonged cone survival (Figure 1—figure supplement 1E). To explore whether Txnip gene therapy is effective beyond *rd1*, it was tested in *rd10* mice, which carry a missense *Pde6b* mutation, and in *Rho*^-/-^ mice, which carry a null allele in a rod-specific gene, rhodopsin. Cone survival was evaluated after the majority of central cones had died, with different ages for different strains, based upon our previous work (Punzo et al., 2009; Wang et al., 2019; Xiong et al., 2015). Both *rd10* and *Rho*^-/-^ mice showed improved cone survival (Figure 1A, B). The rescue effect did not persist long term, however, as by P240 in the *Rho*^-/-^ strain it was not significant (Figure 1—figure supplement 2D). To determine if Txnip-transduced mice sustained greater visual performance than control RP mice, an optomotor assay was used to measure maximal visual threshold for spatial frequency (i.e., visual acuity) (Prusky et al., 2004). Under conditions that simulated daylight, Txnip-transduced eyes showed enhanced visual acuity compared to the control contralateral eyes in *rd10* and *Rho*^-/-^ mice (Figure 1C). The *rd1* strain degenerates so quickly that it could not be evaluated in this assay. To determine if there was an improvement in overall cone phototransduction, summed across all cones, electroretinography (ERG) was carried out. No effect was observed in *rd10* mice transduced with Txnip (Figure 1—figure supplement 2E). Txnip also was evaluated for effects on cones in wildtype (WT) mice using peanut agglutinin (PNA) staining, which stains the cone-specific extracellular matrix and reflects cone health. No effect was seen on PNA staining (Figure 1—figure supplement 1D). In addition, retinas from both WT and P21 *rd1* mice were stained using anti-ARR3, which stains the entire cone. At P31, the approximate number and morphology of Txnip-transduced cones in WT retinas was similar to uninfected WT retinas (Figure 1—figure supplement 2A). At P21 and P30, immunohistochemistry (IHC) for ARR3 in *rd1* retinas did not show an obvious rescue of cone outer segments by Txnip (Figure 1—figure supplement 2A).

### Evaluation of *Txnip* alleles for cone survival

Previous studies of Txnip provided a number of alleles that could potentially lead to a more effective cone rescue by Txnip and/or provide some insight into which of the Txnip functions are required for enhancing cone survival. A C247S mutation has been shown to block Txnip’s inhibitory interaction with thioredoxin (Patwari et al., 2009; Patwari et al., 2006), which is an important component of a cell's ability to fight oxidative damage via thiol groups (Junn et al., 2000; Nishinaka et al., 2001; Nishiyama et al., 1999). If cone rescue by Txnip required this function, the C247S allele should be less potent for cone rescue. Alternatively, if loss of thioredoxin binding freed Txnip for its other functions and made more thioredoxin available for oxidative damage control, this allele might more effectively promote cone survival. The C247S clearly provided more robust cone rescue than WT Txnip in all three RP mouse strains (Figure 2, Figure 2—figure supplement 1A, B). These results indicate that the therapeutic effect of Txnip does not require an inhibitory interaction with thioredoxins. This finding is in keeping with previous work, which showed that anti-oxidation strategies promoted cone survival in RP mice (Komeima et al., 2006; Wu et al., 2021; Xiong et al., 2015). An additional mutation, S308A, which loses an AMPK/Akt-phosphorylation site on Txnip (Waldhart et al., 2017; Wu et al., 2013), was tested in the context of WT Txnip and in the context of the C247S allele. The S308A change did not benefit cone survival in either context (Figure 2). In addition, the S308A allele was assayed for negative effects on cones by an assessment of *rd1* cone number prior to P20, that is, before the onset of cone death (Figure 2—figure supplement 1C). It did not reduce the cone number at this early timepoint, indicating that Txnip.S308A was not toxic to cones. This finding suggests that the S308 residue is critical for the therapeutic function of Txnip through an unclear mechanism. One additional set of amino acid changes, LL351 and 352AA, was tested in the context of C247S. This allele eliminates a clathrin-binding site, and thus hampers Txnip’s ability to remove GLUT1 from cell surface through clathrin-coated pits (Wu et al., 2013). Txnip.C247S.LL351 and 352AA could still delay RP cone death compared to the control (Figure 2B), suggesting that the therapeutic effect of Txnip was unlikely to be only through the removal of GLUT1 from the cell surface. To further explore the role of GLUT1, an shRNA to *Slc2a1*, which encodes GLUT1, was tested. It did not prolong RP cone survival (Figure 2—figure supplement 1D). The slight decrease of Txnip.C247S.LL351 and 352AA in cone rescue compared to Txnip.C247S might be due to other, currently unknown effects of LL351 and 352, or a less specific effect, for example, a protein conformational change.

**Figure 2.**
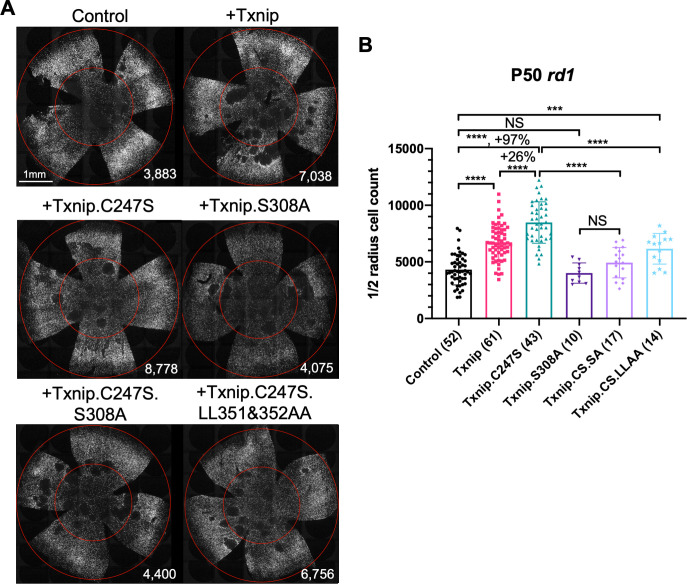
Test of Txnip alleles on cone survival. (**A**) Representative P50 *rd1* flat-mounted retinas after P0 infection with one of five different Txnip alleles (AAV8-RedO-Txnip wildtype (WT)/.C247S/.S308A/.C247S.S308A/.C247S.LL351 and 352AA, ≈1 × 10^9^ vg/eye, plus AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye), or control eyes infected with AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye alone. (**B**) Quantification of H2BGFP-positive cones within the ½ radius of P50 *rd1* retinas transduced with WT Txnip, Txnip alleles, and control (same as in **A**). The number in the round brackets ‘()’ indicates the sample size, that is, the number of retinas within each group. Error bar: standard deviation. Txnip.CS.SA: Txnip.C247S.S308A; Txnip.CS.LLAA: Txnip.C247S.LL351 and 352AA. NS: not significant, p>0.05, *p<0.05, **p<0.01, ***p<0.001, **** p< or <<0.0001. RedO: red opsin promoter; AAV: adeno-associated virus.

**Figure 2—figure supplement 1.**
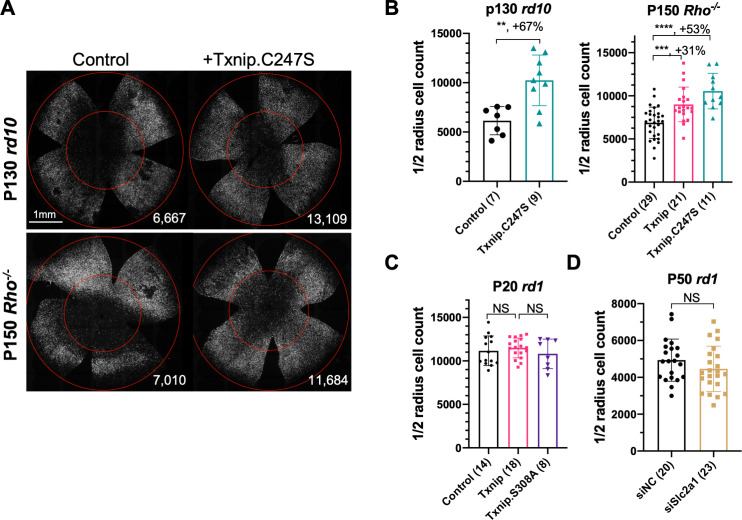
Additional figures for effects of Txnip alleles on cone survival. (**A**) Representative P130 *rd10* and P150 *Rho*^-/-^ flat-mounted retinas with H2BGFP (gray)-labeled cones transduced with Txnip.C247S (AAV8-RedO-Txnip.C247S, 1 × 10^9^ vg/eye, plus AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye) or control (AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye). (**B**) Quantification of H2BGFP-positive cones within the ½ radius of P130 *rd10* and P150 *Rho*^-/-^ retinas transduced with Txnip.C247S or control. The number in the round brackets ‘()’ indicates the sample size, that is, the number of retinas within each group. (**C**) Quantification of H2BGFP-positive cones within the ½ radius of P20 *rd1* retinas transduced with Txnip, Txnip.S308A, or control. (**D**) Quantification of H2BGFP-positive cones within the ½ radius of P50 *rd1* retinas transduced with siNC (non-targeting control shRNA, AAV8-RedO-siNC, 1 × 10^9^ vg/eye plus AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye) or Slc2a1/GLUT1 shRNA (AAV8-RedO-siSlc2a1, 1 × 10^9^ vg/eye plus AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye). The number in the round brackets ‘()’ indicates the sample size, that is, the number of retinas within each group. RedO: red opsin promoter; AAV: adeno-associated virus.

**Figure 2—figure supplement 2.**
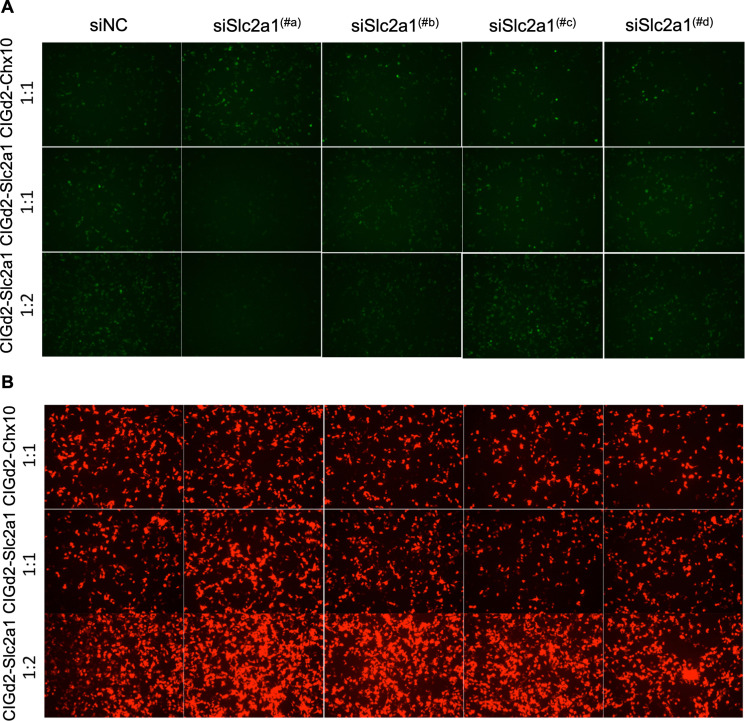
Slc2a1/GLUT1 shRNA in vitro screening. (**A**) GFP signals from 293 T cells transfected with CAG-Slc2a1-IRES-GFPd2, which encodes GLUT1, that is, the target sequences for shRNAs (CIGd2-Slc2a1) or CIGd2-Chx10 (negative control for a non-targeted sequence). The indicated shRNA plasmids were added to the CIGd2-Slc2a1 or CIGd2-Chx10 plasmids at the indicated ratios. The siNC is a non-targeting shRNA control. (**B**) CAG-mCherry plasmid was transfected as a control for transfection in all cases, with mCherry signals shown from the same regions as in panels shown for GFP above. GLUT1: glucose transporter 1.

### Txnip requires Ldhb to prolong cone survival

People with Txnip null mutations present with lactic acidosis (Katsu-Jiménez et al., 2019), suggesting that Txnip deficiency might compromise lactate catabolism. A metabolomic study of muscle using a targeted knockout of Txnip suggested that Txnip increases the catabolism of non-glucose fuels, such as lactate, ketone bodies, and lipids (DeBalsi et al., 2014). This switch in fuel preference was proposed to benefit the mitochondrial tricarboxylic acid cycle (TCA cycle), leading to a greater production of ATP. As presented earlier, a problem for cones in the RP environment might be a shortage of glucose (Aït-Ali et al., 2015; Punzo et al., 2009; Wang et al., 2016). A benefit of Txnip might then be to enable and/or force cells to switch from a preference for glucose to one or more alternative fuels. To test this hypothesis, we co-injected AAV-Txnip with shRNAs targeting the mRNAs for the rate-limiting enzymes for the catalysis of lactate, ketones, or lipids. Ldhb, encoded by the *Ldhb* gene, is the enzyme that converts lactate to pyruvate to potentially fuel the TCA cycle, and lactate dehydrogenase a (Ldha, encoded by *Ldha* gene) converts pyruvate to lactate (Eventoff et al., 1977). We found that Txnip rescue was significantly decreased by any one of three Ldhb shRNAs (siLdhb) or by overexpression of Ldha (Figure 3A, B, Figure 3—figure supplement 1B–E). We also tested the rescue effect of Txnip plus an shRNA against Oxct1 (siOxct1), a critical enzyme for ketolysis (Zhang and Xie, 2017), or against Cpt1a (siCpt1a), a component for lipid transporter that is rate limiting for β-oxidation (Shriver and Manchester, 2011). These shRNAs, tested singly or in combination, did not reduce the effectiveness of Txnip rescue (Figure 3C). Taken together, these data support the use of lactate, but not ketones or lipids, as a critical alternative fuel for cones when Txnip is overexpressed.

**Figure 3.**
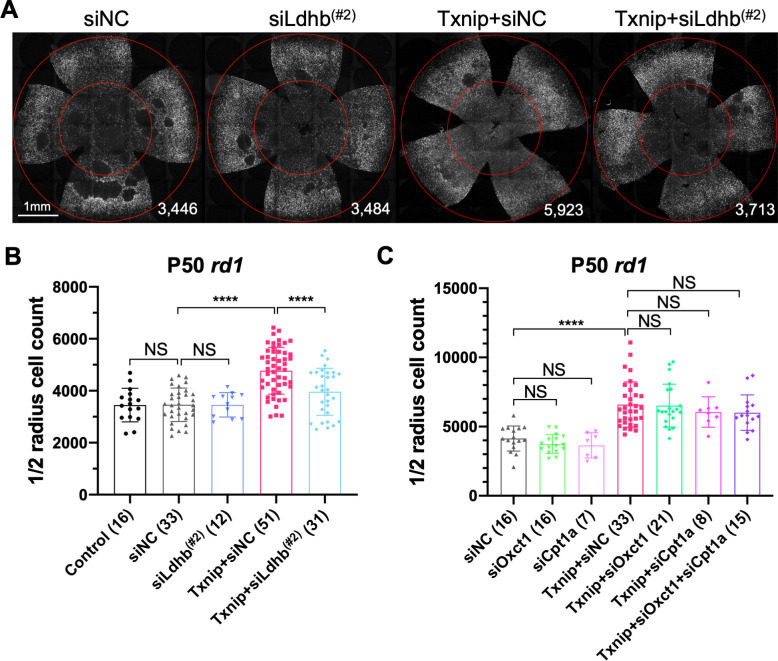
Effect of knockdown of lactate dehydrogenase b (Ldhb) in Txnip-transduced retinitis pigmentosa cones in vivo. (**A**) Representative P50 *rd1* flat-mounted retinas after P0 infection with control shRNA construct (siNC) or an shRNA construct targeting Ldhb (siLdhb^(#2)^) in the presence or absence of transduced Txnip (AAV8-RedO-Txnip, ≈1 × 10^9^ vg/eye; AAV8-RedO-shRNA ≈1 × 10^9^ vg/eye), plus AAV8-RedO-H2BGFP (2.5 × 10^8^ vg/eye) (**B**) Quantification of H2BGFP-positive cones within the ½ radius of P50 *rd1* retinas transduced with control, siNC control, Txnip + siLdhb^(#2)^, or Txnip + siNC control (same as in **A**). (**C**) Quantification of H2BGFP-positive cones within the ½ radius of P50 *rd1* retinas transduced with Txnip + siOxct1^(#c)^, Txnip + siCpt1a^(#c)^, Txnip + siOxct1^(#c)^ + siCpt1a^(#c)^, or siNC control. (All are AAV8-RedO-Txnip, ≈1 × 10^9^ vg/eye; AAV8-RedO-shRNA, ≈1 × 10^9^ vg/eye; plus AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye.) Error bar: standard deviation. NS: not significant, p>0.05, **p<0.01, ***p<0.001, **** p< or <<0.0001. RedO: red opsin promoter; AAV: adeno-associated virus.

**Figure 3—figure supplement 1.**
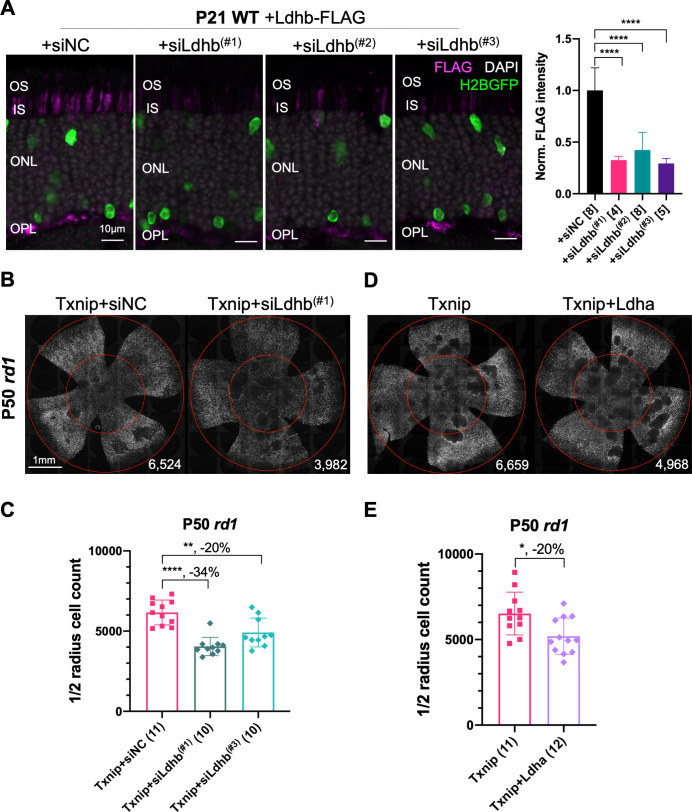
Additional figures for the dependency of Txnip rescue on lactate dehydrogenase b and effect of Ldha. (**A**) AAV8-RO1.7-Ldhb-FLAG (1 × 10^9^ vg/eye) co-injected with siNC (non-targeting shRNA control, AAV8-RedO-shRNA, 1 × 10^9^ vg/eye) or co-injected with Ldhb shRNAs (AAV8-RedO-shRNA, 1 × 10^9^ vg/eye) in P21 wildtype (CD1) retina, all also injected with AAV8-RedO-H2BGFP (2.5 × 10^8^ vg/eye) to track the infection. Magenta: anti-FLAG; green: anti-GFP; gray: DAPI. Right panel: the quantification of FLAG intensity from multiple fields of inner segment regions. The number in the square brackets ‘[]’ indicates the sample size, that is, the number of images taken from regions of interest of one retina, in each condition. (**B**) Representative P50 *rd1* flat-mounted retinas injected as in Figure 3A, with Txnip + siNC, Txnip + siLdhb^(#1)^, or Txnip + siLdhb^(#3)^. (**C**) Quantification of H2BGFP-positive cones within the ½ radius of P50 *rd1* retinas transduced with Txnip + siNC, Txnip + siLdhb^(#1)^, or Txnip + siLdhb^(#3)^. (**D**) Representative P50 *rd1* flat-mounted retinas with H2BGFP (gray)-labeled cones transduced with Txnip or Txnip + Ldha (AAV8-RO1.7-Ldha, 1 × 10^9^ vg/eye; AAV8-RedO-Txnip 1 × 10^9^ vg/eye; plus AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye) (**E**) Quantification of H2BGFP-positive cones within the ½ radius of P50 *rd1* retinas transduced with Txnip or Txnip + Ldha. RedO: red opsin; AAV: adeno-associated virus; Ldhb: lactate dehydrogenase b; Ldha: lactate dehydrogenase a.

**Figure 3—figure supplement 2.**
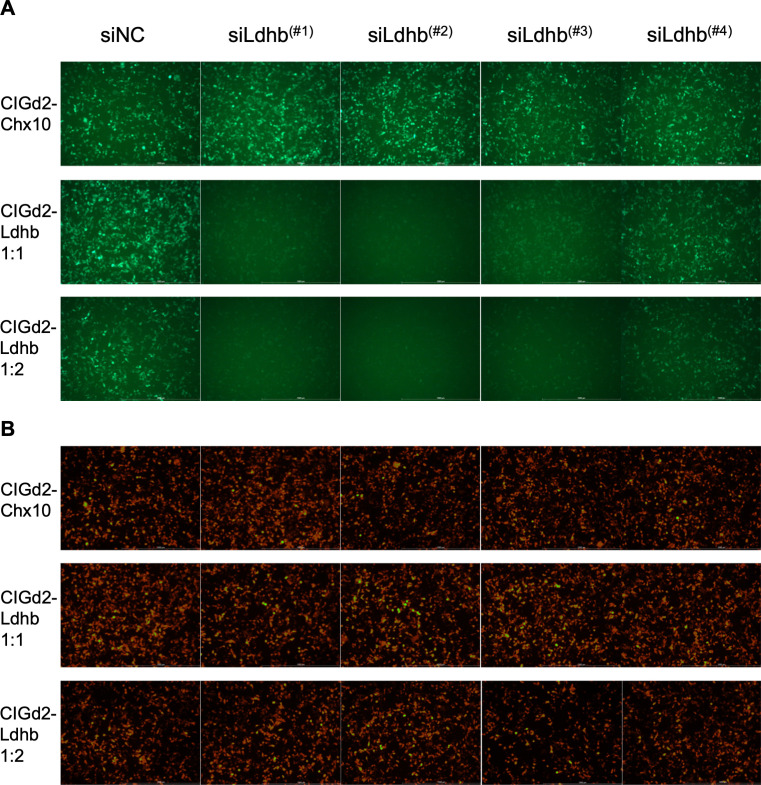
Lactate dehydrogenase b (Ldhb) shRNA in vitro screening. (**A**) GFP signals from 293 T cells transfected with CAG-Ldhb-IRES-GFPd2, which encodes Ldhb, that is, the target sequences for shRNAs (CIGd2-Ldhb), or CIGd2-Chx10 (negative control for a non-targeted sequence). The indicated shRNAs were added to the CIGd2-Ldhb or CIGd2-Chx10 plasmids at the indicated ratios. The siNC is a non-targeting shRNA control. (**B**) CAG-mCherry plasmid was transfected as a control for transfection in all cases, with mCherry signals shown from the same regions as in panels shown for GFP above. The green/yellow color was due to overexposure during image acquisition (i.e., oversaturated mCherry signals).

**Figure 3—figure supplement 3.**
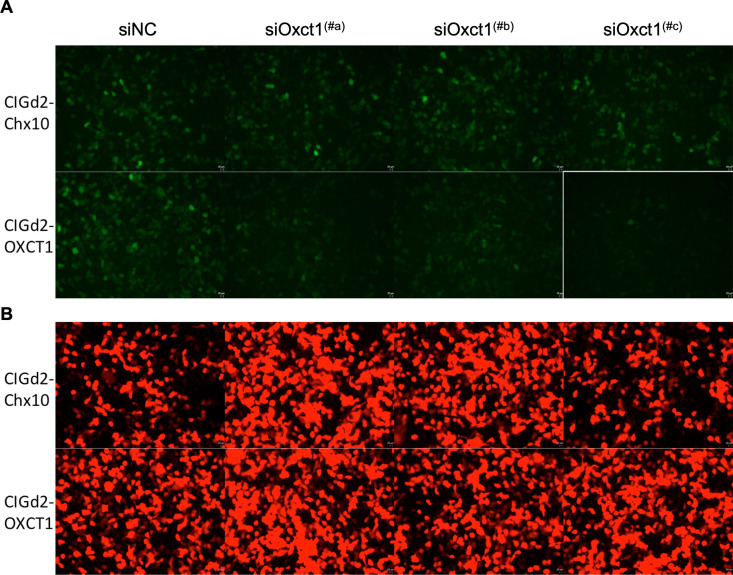
Oxct1 shRNA in vitro screening. (**A**) GFP signals from 293 T cells transfected with CAG-Oxct1-IRES-GFPd2, which encodes Oxct1, that is, the target sequences for shRNAs (CIGd2-Oxct1), or CIGd2-Chx10 (negative control for a non-targeted sequence). The indicated shRNAs were added to the CIGd2-Oxct1 or CIGd2-Chx10 plasmids at the indicated ratios. The siNC is a non-targeting shRNA control. (**B**) CAG-mCherry plasmid was transfected as a control for transfection in all cases, with mCherry signals shown from the same regions as in panels shown for GFP above.

**Figure 3—figure supplement 4.**
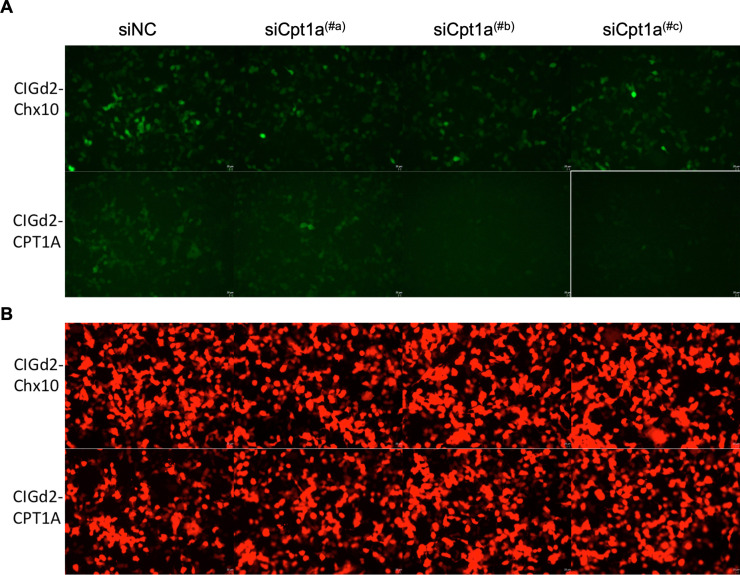
Cpt1a shRNA in vitro screening. (**A**) GFP signals from 293 T cells transfected with CAG-Oxct1-IRES-GFPd2, which encodes Cpt1a, that is, the target sequences for shRNAs (CIGd2-Cpt1a), or CIGd2-Chx10 (negative control for a non-targeted sequence). The indicated shRNAs were added to the CIGd2-Cpt1a or CIGd2-Chx10 plasmids at the indicated ratios. The siNC is a non-targeting shRNA control. (**B**) CAG-mCherry plasmid was transfected as a control for transfection in all cases, with mCherry signals shown from the same regions as in panels shown for GFP above.

### Txnip improves the ATP:ADP ratio in RP cones in the presence of lactate

If the improved survival of cones following Txnip overexpression is due to improved utilization of non-glucose fuels, cones might show improved mitochondrial metabolism. To begin to examine the metabolism of cones, we first attempted to perform metabolomics of cones with and without Txnip. However, so few cones are present in these retinas that we were unable to achieve reproducible results. An alternative assay was conducted to measure the ratio of ATP to ADP using a genetically encoded fluorescent sensor (GEFS). AAV was used to deliver PercevalHR, an ATP:ADP GEFS (Tantama et al., 2013), to *rd1* cones with and without AAV-Txnip. The infected P20 *rd1* retinas were explanted and imaged in three different types of media to measure the cone intracellular ratio of ATP:ADP. Txnip increased the ATP:ADP ratio (i.e., higher F_PercevalHR_^488:405^) of *rd1* cones in lactate-only medium. This was also seen in pyruvate-only medium, perhaps due to improved mitochondrial health (i.e., greater oxidative phosphorylation [OXPHOS] activity). Consistent with the role of Txnip in removing GLUT1 from the plasma membrane, Txnip-transduced cones had a lower ATP:ADP ratio (i.e., lower F_PercevalHR_^488:405^) in high-glucose medium (Figure 4A, B). To further probe whether intracellular glucose was reduced after overexpression of Txnip (Wu et al., 2013), a glucose sensor iGlucoSnFR was used (Keller et al., 2019). This sensor showed reduced intracellular glucose in Txnip-transduced cones (Figure 4—figure supplement 1A, B). Because the fluorescence of GEFS may also be subject to environmental pH, we used a pH sensor, pHRed (Tantama et al., 2011), to determine if the changes of PercevalHR and iGlucoseSnFR were due to a change in pH, and found no significant pH change (Figure 4—figure supplement 1C, D). We also found that lactate, but not pyruvate, utilization by Txnip-transduced cones was critically dependent upon Ldhb for ATP production as introduction of siLdhb abrogated the increase in ATP:ADP in Txnip-transduced cones (Figure 4C). Furthermore, in correlation with improved cone survival by Txnip.C247S compared to WT Txnip (Figure 2B), cones had a higher ATP:ADP ratio in lactate medium when Txnip.C247S was used relative to WT Txnip (Figure 4D, E). Similarly, in correlation with no survival benefit when transduced with Txnip.S308A (Figure 2B), there was no difference in the ATP:ADP ratio when Txnip.S308A was used, relative to control, in lactate medium (Figure 4D, E).

**Figure 4.**
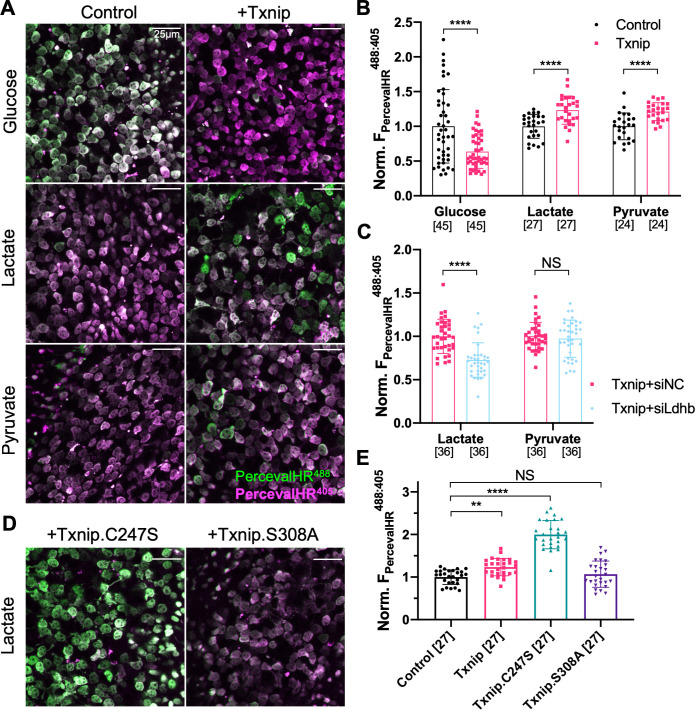
Effect of Txnip on ATP:ADP levels in retinitis pigmentosa (RP) cones in media with different carbon sources. (**A**) Representative ex vivo live images of PercevalHR-labeled cones in P20 *rd1* retinas cultured with high-glucose, lactate-only, or pyruvate-only medium and transduced with Txnip (AAV8-RedO-Txnip, 1 × 10^9^ vg/eye, plus AAV8-RO1.7-PercevalHR, 1 × 10^9^ vg/eye) (RO1.7 is a shorter version of the red opsin [RedO] promoter with a similar expression pattern) or control (i.e., AAV8-RO1.7-PercevalHR, 1 × 10^9^ vg/eye). Magenta: fluorescence by 405 nm excitation, indicating low-ATP:ADP; green: fluorescence by 488 nm excitation, indicating high-ATP:ADP. (**B**) Quantification of normalized PercevalHR fluorescence intensity ratio (F_PercevalHR_^ex488nm: ex405nm^, proportional to ATP:ADP ratio) in cones from P20 *rd1* retinas in different conditions. The number in the square brackets ‘[]’ indicates the sample size, that is, the number of images taken from regions of interest of multiple retinas (≈3 images per retina), in each condition. (**C**) Quantification of normalized PercevalHR fluorescence intensity of retinas infected with Txnip + siLdhb^(#2)^ and Txnip + siNC in cones from P20 *rd1* retina in lactate-only or pyruvate-only medium. (AAV8-RedO-Txnip, ≈1 × 10^9^ vg/eye; AAV8-RedO-shRNA ≈1 × 10^9^ vg/eye; plus AAV8-RO1.7-PercevalHR, 1 × 10^9^ vg/eye.) (**D**) Representative ex vivo live images of PercevalHR-labeled cones in P20 *rd1* retinas cultured in lactate-only medium, following transduction with Txnip.C247S (AAV8-RedO-Txnip.C247S, 1 × 10^9^ vg/eye) or Txnip.S308A (AAV8-RedO-Txnip.S308A, 1 × 10^9^ vg/eye). Magenta: fluorescence by 405 nm excitation, indicating low-ATP:ADP; green: fluorescence by 488 nm excitation, indicating high-ATP:ADP. (**E**) Quantification of normalized PercevalHR fluorescence intensity following transduction by Txnip, Txnip alleles, and control cones in *P20 rd1* retinas cultured in lactate-only medium. Error bar: standard deviation. NS: not significant, p>0.05, **p<0.01, ***p<0.001, **** p< or <<0.0001. AAV: adeno-associated virus.

**Figure 4—figure supplement 1.**
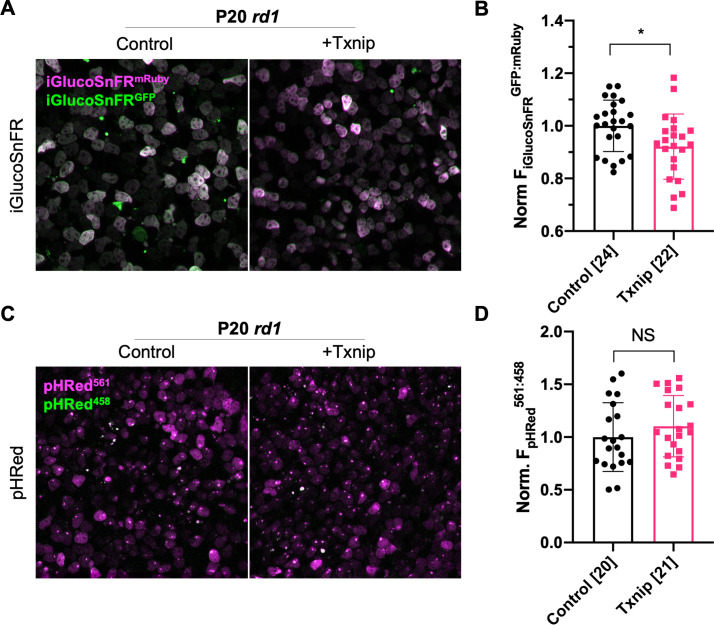
Effect of Txnip on pH and glucose levels in retinitis pigmentosa (RP) cones. (**A**) Representative ex vivo live images of iGlucoSnFR-labeled cones in P20 *rd1* retinas cultured with high-glucose medium, retinas transduced with AAV8-RedO-Txnip (1 × 10^9^ vg/eye, plus AAV8-SynPVI-iGlucoSnFR, 1 × 10^9^ vg/eye) or control (AAV8-SynPVI-iGlucoSnFR, 1 × 10^9^ vg/eye). Green: glucose sensing GFP of iGlucoSnFR; magenta: mRuby of iGlucoSnFR for normalization. (**B**) Quantification of normalized iGlucoSnFR fluorescence intensity (F_iGlucoSnFR_^GFP: mRuby^, proportional to glucose level) in cones from P20 *rd1* retinas transduced with Txnip or control (≈3 images per retina). The number in the square brackets ‘[]’ indicates the sample size, that is, the number of images taken from regions of interest of multiple retinas (≈3images per retina), in each condition. (**C**) Ex vivo live images of pHRed-labeled cones in P20 *rd1* retinas cultured with high-glucose medium transduced by Txnip (AAV8-RedO-Txnip, 1 × 10^9^ vg/eye) or control (AAV8-SynP136-pHRed, 1 × 10^9^ vg/eye). Magenta: fluorescence by 561 nm excitation, indicating a lower pH; green: fluorescence by 458 nm excitation, indicating a higher pH. (**D**) Quantification of normalized pHRed fluorescence intensity (F_pHRedx_^561nm: 458nm^, inversely proportional to pH value) in cones from P20 *rd1* retinas transduced with Txnip or control (≈3 images per retina). The number in the square brackets ‘[]’ indicates the sample size, that is, the number of images taken from regions of interest of multiple retinas (≈3 images per retina), in each condition. RedO: red opsin promoter; AAV: adeno-associated virus.

### Txnip improves RP cone mitochondrial gene expression, size, and function

To further probe the mechanism(s) of Txnip rescue, we first tested if all of the benefits of Txnip were due to Txnip's effects on Ldhb. Ldhb was thus overexpressed alone or with Txnip. Ldhb alone did not prolong cone survival, nor did it increase the Txnip rescue (Figure 8—figure supplement 1D). An additional experiment was carried out to investigate if there might be a shortage of the mitochondrial pyruvate carrier, which could limit the uptake of pyruvate into the mitochondria of photoreceptors for ATP synthesis (Grenell et al., 2019). The pyruvate carrier, which is a dimer encoded by *Mpc1* and *Mpc2* genes, was overexpressed, but did not prolong *rd1* cone survival (Figure 7—figure supplement 1C). To take a less biased approach, the transcriptomic differences between Txnip-transduced and control RP cones were characterized. H2BGFP-labeled RP cones were isolated by FACS sorting at an age when cones were beginning to die, and RNA sequencing was performed (Figure 5—figure supplement 1A). Data were obtained from two RP strains, *rd1* and *Rho*^-/-^. By comparing the differentially expressed genes in common between the two strains, relative to control, 7 genes were seen to be upregulated and 17 were downregulated (Figure 5—source data 1). Three of the seven upregulated genes were mitochondrial electron transport chain (ETC) genes. The upregulation of these three ETC genes in Txnip-transduced *rd1* cones was confirmed by ddPCR (Figure 5—figure supplement 1B). Similarly, we also looked for transcriptomic differences induced by Txnip in WT cones using C57BL/6J and BALB/c mice, and found only Txnip mRNA upregulation in common (Figure 5—figure supplement 2A, Figure 5—source data 2). 

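The WT libraries came from BALB/c retinas taken at postnatal day 21 and C57BL/6J retinas taken at postnatal day 35. Txnip retinas had received the vector that expresses Txnip from the red opsin promoter together with the H2BGFP vector, and control retinas had received the H2BGFP vector only. H2BGFP is a green fluorescent histone fusion that marks cone nuclei for sorting. Each library was made from 1000 cones of 1 retina with a modified Smart-Seq2 protocol, which amplifies full-length cDNA. There were 6 Txnip and 6 control libraries in BALB/c, and 3 Txnip and 3 control libraries in C57BL/6J. Strain, age and any difference in sequencing run go together, so each strain was compared with its own controls.

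The authors counted read pairs on the exons of each gene with featureCounts 1.6.2 and the Ensembl 94 annotation of GRCm38, and deposited the counts per gene without normalization. The strand of a pair was not used. A pair that overlapped exons of several genes was counted for each of them, and no option was set to count pairs that aligned to several places. The total was 1723214 to 5172156 counted pairs per library in BALB/c control cones (median 2085118) and 647712 to 4699750 in BALB/c Txnip cones (median 2101656). In C57BL/6J it was 2437910, 3444285 and 3605375 in control cones and 3750645, 3087480 and 4880195 in Txnip cones. Over the 18 libraries the median was 2886629 pairs, or 5773258 reads when both reads of a pair are counted. The paper states ∼6000000 reads per sample for the sequencing, which is an unlike measure. Counted pairs leave out pairs off the exons and can count a pair for several genes. The values given here use the counted pairs. In each of the 36 comparisons of 2 libraries from the same group the counts differed by more than sampling noise, with a smallest chi-square of 1.91 per degree of freedom. PCR copies and pairs counted on several genes add to this value, so the comparison bears only on whether 1 library was deposited 2 times. Each library was treated as its own sample because the labels list separate samples and the paper counts n in retinas, and neither says which retinas came from the same mouse. Between 3.27% and 27.5% of a library's counts fell on 3 overlapping genes of a ribosomal RNA locus on chromosome 17, from 39846353 to 39848827, where a pair can be counted more than 1 time. The 95% Wilson intervals of these shares were 3.25% to 3.30% and 27.5% to 27.6%. Such intervals cover counting error only, since PCR copies are not independent molecules.

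Differences between Txnip and control cones were tested in each strain with edgeR's quasi-likelihood test on TMM-normalized counts, with Benjamini-Hochberg adjustment. Of the 54532 genes listed, edgeR's filter on low counts left 12017 in BALB/c and 12974 in C57BL/6J. The spread between retinas of a group, as edgeR's biological coefficient of variation, was 18.0% in BALB/c and 34.3% in C57BL/6J. Counts were simulated for each gene on its own, with the spread that edgeR fitted at its level. In them, 200 genes of higher level were changed by 1 or 2 on the log2 scale. The test recovered 98.5% of the changed genes in BALB/c (11840 genes run) and 56.5% in C57BL/6J (12514 genes run). In C57BL/6J it recovered 90% of the genes changed by 2 on the log2 scale and 23.0% of those changed by 1. Recovery was not simulated for genes of low level, for smaller changes or with variation that genes share between libraries. The paper ran DESeq2 on the counts.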

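In BALB/c cones, 2 of the 12017 genes tested differed between Txnip and control at an adjusted p-value under 0.05. Before adjustment, 1372 genes had a p-value under 0.05, where 601 would by chance, and 813 of them were lower with Txnip. In C57BL/6J cones, 2 of 12974 genes differed after adjustment and 97 before it, where 649 would by chance. The 2 genes were the same in both strains. One was Txnip itself (ENSMUSG00000038393), which lies on the plus strand of chromosome 3 from 96557957 to 96561883. Its log2 fold change was 11.54 in BALB/c (standard error 0.22, adjusted p = 1.36e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 12.55 in C57BL/6J (standard error 0.66, adjusted p = 1.27e-04 from the same test). With each library left out in turn, it stayed between 11.27 and 12.23 in BALB/c and between 11.91 and 12.97 in C57BL/6J. The standard errors were computed from the log2 fold change and the F statistic of the test. With DESeq2 on the same counts they were larger, 0.59 in BALB/c and 1.06 in C57BL/6J.

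The other was Gm15441 (ENSMUSG00000074398), annotated on the minus strand of chromosome 3 from 96555765 to 96566801. Its mean over the Txnip libraries was at least 500.0-fold the mean of a floor of 3 counts in the controls in BALB/c and at least 752-fold in C57BL/6J. The lowest Txnip library was at least 319-fold the highest control floor in BALB/c and at least 287-fold in C57BL/6J. The same edgeR test gave a Benjamini-Hochberg adjusted p of 1.36e-18 in BALB/c and 1.44e-04 in C57BL/6J. Of the 1676 exonic bases of Gm15441, 606 also belong to exons of Txnip, and 327 of the 1191 coding bases of Txnip lie in this overlap. Across the 9 Txnip libraries the Gm15441 count was 0.487 to 0.543 of the Txnip count, with an SD of 3.23% of the mean ratio. Counting without strand adds a pair from the shared bases to both genes.

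**Figure D1:**
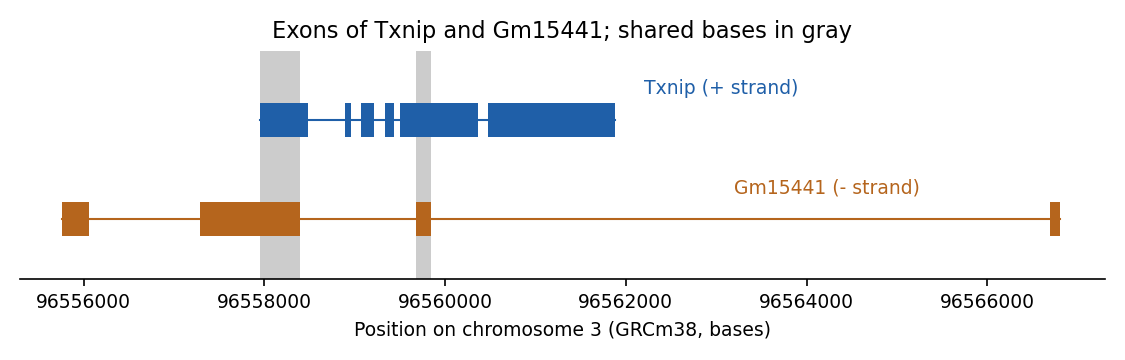
Exons (boxes) of Txnip and Gm15441 on chromosome 3 of GRCm38, with the position in bases on the horizontal axis and the bases that belong to exons of both genes in gray. The 606 shared bases lie in the first and the fifth exon block of Txnip counted from its left end.

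The number of genes in BALB/c depended on the filter, the tool and the libraries. When all 40933 genes with at least 1 count were tested, 1400 differed in BALB/c, 1235 of them lower with Txnip, and the median log2 fold change of all genes moved to −0.23. Genes with at least 1 count numbered 29629 and 29401 in BALB/c control replicates 4 and 5. The other BALB/c libraries had 16914 to 24007. Whether the genes that were lower without the filter follow this difference was not tested. With DESeq2, the tool named in the paper, 76 genes differed in BALB/c, 20 higher and 56 lower, and the authors' deposited table for BALB/c lists the same 76. All 76 changed in the same direction in edgeR, where the adjusted p-values of the 74 genes other than Txnip and Gm15441 ran from 0.0629 to 0.179 after Benjamini-Hochberg adjustment. Without BALB/c Txnip replicate 1, edgeR called 258 genes in BALB/c, 242 of them lower, and without BALB/c control replicate 1 it called 23. In C57BL/6J, DESeq2 called 2 genes. When only genes with at least 10 counts in every library were tested, Txnip and Gm15441 were left out because the controls had almost none of either, and 0 genes were called in each strain, with 961 at an unadjusted p under 0.05 in BALB/c and 85 in C57BL/6J. From the genes that differed in each strain (Figure 5—figure supplement 2A), the paper concludes that only Txnip was upregulated in common.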

Interestingly, there was almost no Txnip mRNA detected by RNA-seq in the WT or RP control cones, but there was high number of Txnip transcripts following addition of RedO-Txnip in all strains (Figure 5—source data 3).

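In BALB/c cones the raw Txnip count per retina was 1.00 ± 0.447 (SEM, n = 6) in control and 3117 ± 860 (SEM, n = 6) with Txnip. In C57BL/6J cones it was 0.667 ± 0.333 (SEM, n = 3) in control and 5883 ± 1884 (SEM, n = 3) with Txnip. Control libraries held 0 to 3 Txnip counts in BALB/c and 0 or 1 in C57BL/6J, and Txnip libraries held 663 to 5851 and 2238 to 8536. A count of 0 allows up to 3 counts, or 0.580 to 1.74 CPM (counts scaled to a common library total) in the BALB/c control libraries at their depth. Normalized for library size, Txnip was at 0.438 ± 0.579 CPM (SD, n = 6) in BALB/c control cones and 1280 ± 126 (SD, n = 6) in BALB/c Txnip cones. In C57BL/6J it was at 0.231 ± 0.200 (SD, n = 3) and 1471 ± 583 (SD, n = 3). All control libraries were at or under the floor of 3 counts, so the rise of the mean is given as a lower bound, which was at least 954-fold in BALB/c and at least 1468-fold in C57BL/6J. Every Txnip library lay above every control library in each strain. A two-sided exact permutation test gave p = 0.00216 in BALB/c, the smallest p that 6 retinas against 6 allow, and p = 0.1 in C57BL/6J, the smallest that 3 against 3 allow. Transcripts of the vector and of the mouse gene were counted on the same annotated gene.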

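The 3 ETC genes raised by Txnip in RP cones, mt-Cytb, mt-Nd4 and mt-Co1, were also counted in the WT cones. They lie on the mitochondrial genome, mt-Cytb (ENSMUSG00000064370) from 14145 to 15288, mt-Nd4 (ENSMUSG00000064363) from 10167 to 11544 and mt-Co1 (ENSMUSG00000064351) from 5328 to 6872. In BALB/c, mt-Cytb was at 3046 ± 511 CPM (counts scaled to a common library total; SD, n = 6) in control and 2610 ± 303.2 (SD, n = 6) with Txnip. Its log2 fold change was −0.22 (standard error 0.10, adjusted p = 0.414 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). mt-Nd4 was at 629 ± 25.2 (SD, n = 6) and 619 ± 68.0 (SD, n = 6), and mt-Co1 at 2546 ± 220.5 (SD, n = 6) and 2578 ± 213 (SD, n = 6). Their log2 fold changes were −0.019 (standard error 0.079) and 0.019 (standard error 0.076), with adjusted p = 0.959 and 0.957 from edgeR with the same adjustment. Leaving out 1 library was enough to change the sign of these small values, to 0.031 for mt-Nd4 without Txnip replicate 6 and to −0.027 for mt-Co1 without Txnip replicate 3.

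In C57BL/6J, mt-Cytb was at 4467 ± 1786 CPM (SD, n = 3) in control and 3080 ± 1006 (SD, n = 3) with Txnip, mt-Nd4 at 1014 ± 396 (SD, n = 3) and 670.1 ± 166 (SD, n = 3), and mt-Co1 at 3626 ± 703 (SD, n = 3) and 2844 ± 546 (SD, n = 3). The log2 fold changes were −0.54 (standard error 0.38), −0.60 (standard error 0.34) and −0.35 (standard error 0.28), each with an adjusted p of 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Leaving out 1 C57BL/6J library kept all 3 values negative but changed their size. They ran from −0.83 to −0.26 for mt-Cytb, from −0.89 to −0.35 for mt-Nd4 and from −0.51 to −0.21 for mt-Co1. Two-sided exact permutation tests gave p = 0.113, 0.792 and 0.794 in BALB/c and 0.3 for each gene in C57BL/6J. None of the 3 genes differed after adjustment in any setting that was run.

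**Figure D2:**
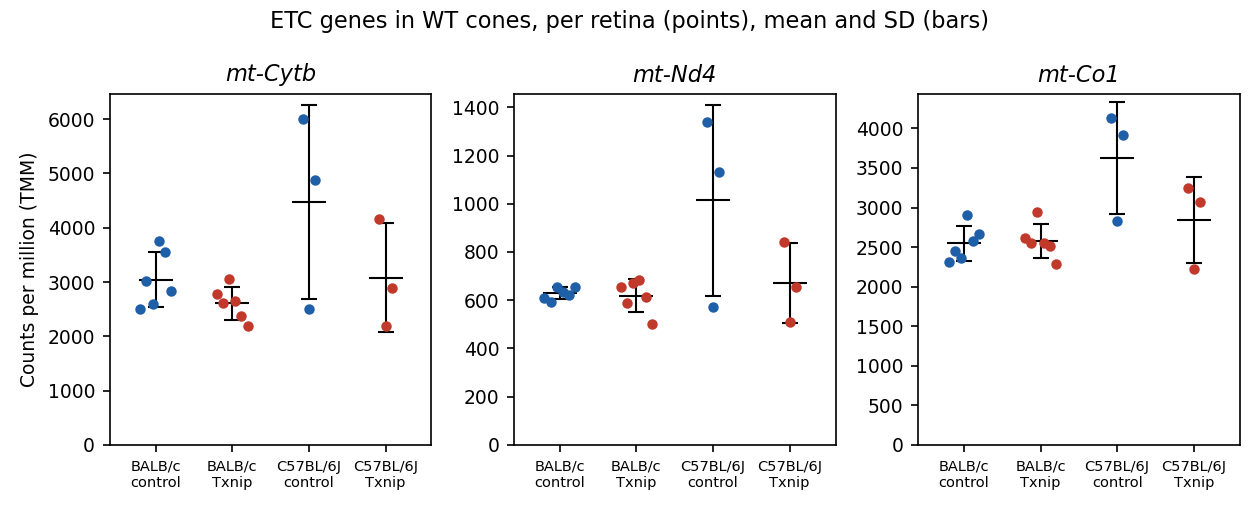
CPM, normalized by TMM, of mt-Cytb, mt-Nd4 and mt-Co1 in WT cones by strain and treatment. Each point is 1 retina, the horizontal bar is the mean and the error bar the SD. The Txnip and control points overlap for each gene in each strain.

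The 13 ETC genes of the mitochondrial genome were also tested as a set. In BALB/c, 7 had enough counts to be tested, with a median log2 fold change of 0.017 and p = 0.787 from camera, a test of a gene set that here assumed a correlation of 0.01 between genes. In C57BL/6J, 8 were tested and all 8 were lower with Txnip, with a median log2 fold change of −0.57 and an adjusted p of 6.48e-06 from camera with Benjamini-Hochberg adjustment. Neither fry, a rotation test, with a Benjamini-Hochberg adjusted p of 0.549, nor camera with the correlation of 0.493 estimated from the libraries, with 0.760, called this set. Of the settings with all libraries, the covariate for the ribosomal RNA share, chosen after seeing the data, moved the C57BL/6J median most, to −0.31. Leaving out a library moved it further, to −0.30 without control replicate 1 and −0.84 without control replicate 2. In BALB/c, 6 of the 13 genes had fewer than 10 counts on average, and 5 of these 6 have a copy in another annotated transcript with at least 99% identity over at least 90% of the gene. For mt-Nd4, 876 of 1378 bases are identical to Gm28439. For mt-Co1, 483 of 1545 bases match Gm29216 with an identity of 99.8%, and all 1545 match Gm13340 with 97.6%. Which parts of these 2 genes their counts came from was not tested.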

The finding of upregulated ETC genes in Txnip-transduced RP cones, but not in WT cones, suggested effects of Txnip on mitochondria during cone degeneration. Murakami et al. previously showed that cone mitochondria were swollen and deteriorated in *rd10* mouse retinas (Murakami et al., 2012). The morphology of Txnip-transduced mitochondria in RP cones and uninjected WT cones was examined by transmission electron microscopy (TEM) (Figure 5—figure supplement 2B–D). There was an increase in the size of mitochondrial cross sections by Txnip transduction, with a greater increase following transduction with Txnip.C247S in P20 *rd1* cones (Figure 5A, B). Mitochondrial membrane potential (ΔΨm), a reflection of mitochondrial ETC function, was also examined using JC-1 dye staining of freshly explanted Txnip-transduced P20 *rd1* retinas (Reers et al., 1995). Both Txnip and Txnip.C247S increased the ratio of J-aggregates:JC1-monomers (Figure 5C, D), indicating an increased ΔΨm and/or a greater number/size of mitochondria with a high ΔΨm following Txnip overexpression. This finding was further investigated in vivo using infection by an AAV encoding mitoRFP, which only accumulates in mitochondria with a high ΔΨm (Brodier et al., 2020; Hood et al., 2003). Compared to the control cones without Txnip transduction, the intensity of mitoRFP was higher in P20 *rd1* cones transduced with Txnip (Figure 5—figure supplement 1C, D).

**Figure 5.**
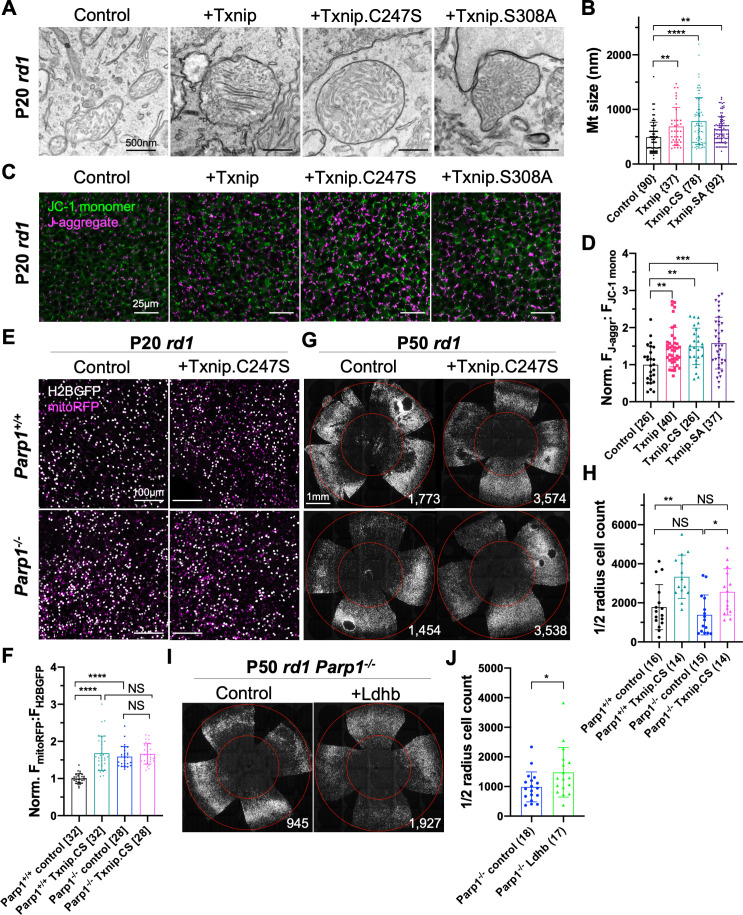
Effects of Txnip on retinitis pigmentosa (RP) cone mitochondrial size and function. (**A**) Representative transmission electron microscopy (TEM) images of RP cones from P20 *rd1* cones transduced with wildtype Txnip, Txnip.C247S, or Txnip.S308A (all are AAV8-RedO-Txnip, ≈1 × 10^9^ vg/eye plus AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye), and control (AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye). (**B**) Quantification of mitochondrial diameters from control, Txnip, Txnip.C247S, and Txnip.S308A-transduced cones (same as in **A**). The number in the curly brackets ‘{}’ indicates the sample size, that is, the number of mitochondria from multiple cones of ≥ 1 retina for each condition (five retinas for control, four for Txnip, two for Txnip.C247S, and one for Txnip.S308A). (**C**) Images of JC-1 dye staining (indicator of electron transport chain [ETC] function) in live cones of P20 *rd1* central retina under different conditions (same as in **A**). Magenta: J-aggregate, indicating high ETC function; green: JC-1 monomer, low ETC function, used for normalization. H2BGFP channel, the tracer of AAV infected area, is not shown. (**D**) Quantification of normalized cone JC-1 dye staining (fluorescence intensity of J-aggregate:JC-1 monomer) from live cones in P20 *rd1* retinas (same as in **A**) in different conditions (3–4 images per retina). The number in the square brackets ‘[]’ indicates the sample size, that is, the number of images taken from regions of interest of multiple retinas, in each condition. (**E**) Images of mitoRFP staining (reflecting mitochondrial function) in Txnip.C247S (AAV8-RedO-Txnip.C247S, 1 × 10^9^ vg/eye, plus AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye and AAV8-SynP136-mitoRFP, 1 × 10^9^ vg/eye) and control (AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye plus AAV8-SynP136-mitoRFP, 1 × 10^9^ vg/eye) cones from fixed P20 *Parp1*^+/+^ *rd1* and *Parp1*^-/-^ *rd1* retinas near the optic nerve head. Magenta: mitoRFP; gray: H2BGFP, for mitoRFP normalization. (**F**) Quantification of normalized mito-RFP:H2BGFP intensity in different conditions (same as in **E**) of P20 *Parp1 rd1* retinas (four images per retina, near optic nerve head). (**G**) Images of P50 *Parp1*^+/+^ *rd1* and *Parp1*^-/-^ *rd1* retinas with H2BGFP (gray)-labeled cones transduced with Txnip.C247S (AAV8-RedO-Txnip, ≈1 × 10^9^ vg/eye plus AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye) and control (AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye). (**H**) Quantification of H2BGFP-positive cones within the ½ radius of P50 *Parp1*^+/+^ *rd1* and *Parp1*^-/-^ *rd1* retinas transduced with Txnip.C247S or control (same as in **G**). (**I**) Images of P50 *Parp1*^-/-^ *rd1* retinas with H2BGFP (gray)-labeled cones transduced with Ldhb (AAV8-RedO-Ldhb, 1 × 10^9^ vg/eye, plus AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye) or H2BGFP only (AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye). (**J**) Quantification of H2BGFP-positive cones within the ½ radius of P50 *Parp1*^-/-^ *rd1* retinas transduced with Ldhb or H2BGFP only (same as in **I**). Error bar: standard deviation. NS: not significant, p>0.05, *p<0.05, **p<0.01, ***p<0.001, **** p< or <<0.0001. Txnip.CS: Txnip.C247S; Txnip.SA: Txnip.S308A. RedO: red opsin promoter; AAV: adeno-associated virus; Ldhb: lactate dehydrogenase b. Figure 5—source data 1.Differentially expressed genes in cones infected by AAV8-RedO-Txnip (1 × 10^9^ vg/eye plus AAV8-SynP136-H2BGFP, 1 × 10^9^ vg/eye) vs. control (AAV8-SynP136-H2BGFP, 1 × 10^9^ vg/eye) in common between two retinitis pigmentosa strains (*rd1* and *Rho*^-/-^). RedO: red opsin promoter; AAV: adeno-associated virus. Figure 5—source data 2.Differentially expressed gene(s) in cones infected by AAV8-RedO-Txnip (1 × 10^9^ vg/eye plus AAV8-SynP136-H2BGFP, 1 × 10^9^ vg/eye) vs. control (AAV8-SynP136-H2BGFP, 1 × 10^9^ vg/eye) in common between two wildtype strains (BALB/c and C57BL6/J). RedO: red opsin promoter; AAV: adeno-associated virus. Figure 5—source data 3.Cone *Txnip* mRNA raw reads in the RNA-seq data (from 1000 FACS cones per retina).Data presented as mean ± SEM (n = sample size, i.e., number of retinas per condition). Figure 5—source data 4.Cone mRNA raw reads from RNA-seq of all 35 retinas used in the study.Data presented as mean ± SEM (n = 35 for all). No significant difference in these genes with or without Txnip in each strain.

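In the 18 WT libraries the raw count per retina was 248.6 ± 32.97 (SEM, n = 18) for Slc2a1, 6120.3 ± 774 (SEM, n = 18) for Ldha and 289 ± 36.5 (SEM, n = 18) for Ldhb. The paper's values over its 35 retinas, which include RP retinas not analysed here, are 278.8 ± 21.4 for Slc2a1, 6827.4 ± 511.8 for Ldha and 296.0 ± 28.7 for Ldhb. Slc2a1 (ENSMUSG00000028645) lies on chromosome 4 from 119108711 to 119137983 and shares 105 exonic bases with an antisense gene, Gm12868. Ldha (ENSMUSG00000063229) lies on chromosome 7 from 46841475 to 46855627 and Ldhb (ENSMUSG00000030246) on chromosome 6 from 142490249 to 142507957.

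In BALB/c, Slc2a1 was at 69.4 ± 11.4 CPM (SD, n = 6) in control and 69.6 ± 7.15 (SD, n = 6) with Txnip, a log2 fold change of 0.013 (standard error 0.12). Ldha went from 2011 ± 179 (SD, n = 6) to 1838 ± 124 (SD, n = 6), a log2 fold change of −0.13 (standard error 0.075), and Ldhb from 99.1 ± 28.7 (SD, n = 6) to 105 ± 25.6 (SD, n = 6), a log2 fold change of 0.11 (standard error 0.18). The adjusted p-values were 0.982, 0.520 and 0.851 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In C57BL/6J the log2 fold changes were −0.26 (standard error 0.20) for Slc2a1, 0.0016 (standard error 0.29) for Ldha and 0.062 (standard error 0.35) for Ldhb, each with an adjusted p of 1.00 from the same edgeR test and adjustment. Of the alternatives, a covariate for the share of counts on rod genes moved Slc2a1 in BALB/c to −0.11. Without Txnip replicate 1, the C57BL/6J values were −0.31 for Ldha and −0.46 for Ldhb, and without Txnip replicate 2 they were 0.18 and 0.32. With 1 library left out, Slc2a1 in C57BL/6J ran from −0.34 to −0.10 and Ldhb in BALB/c from 0.0093 to 0.21. None of the 3 genes was called in either strain under any setting that was run.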

**Figure 5—figure supplement 1.**
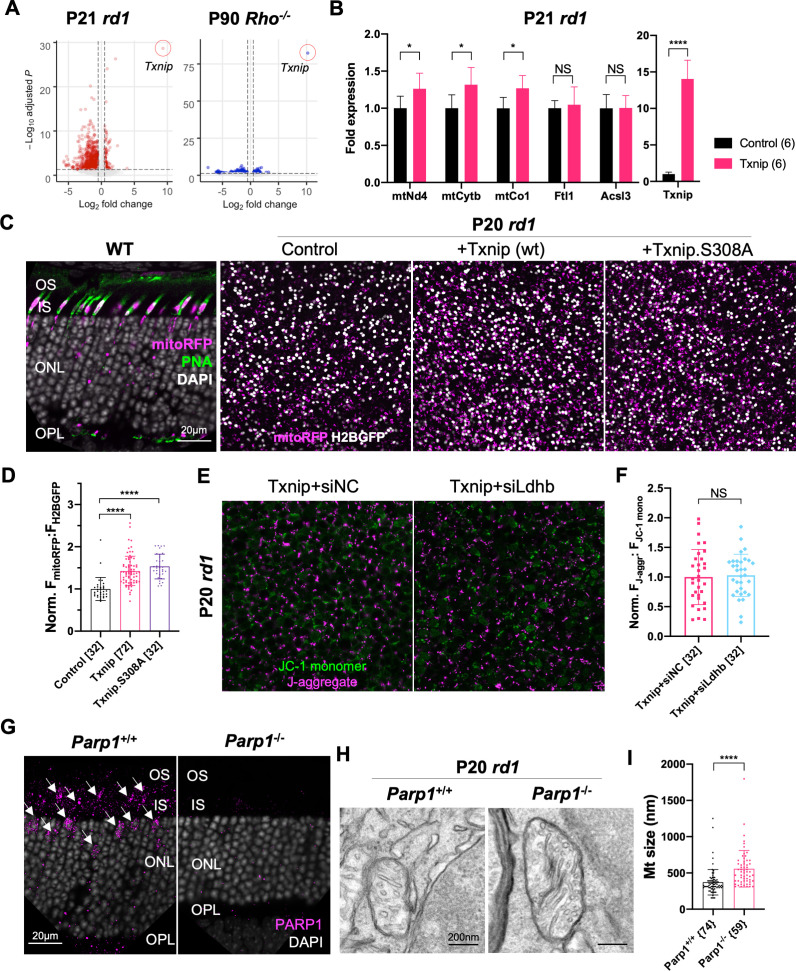
Additional figures for RNAseq results of Txnip and effects of Txnip on retinitis pigmentosa (RP) cone mitochondria. (**A**) Volcano plots of differentially expressed genes in retinitis pigmentosa (RP) cones FACS sorted from P21 *rd1* retinas (left panel; +Txnip, n = 3, relative to control, n = 6) and P90 *rho*^-/-^ retinas (right panel; +Txnip, n = 4, relative to control, n = 4). Dotted lines indicate adjusted p<0.05 and log2 fold change >0.5. Infection was done at P0 by Txnip (AAV8-RedO-Txnip, 1 × 10^9^ vg/eye, plus AAV8-SynP136-H2BGFP, 1 × 10^9^ vg/eye) or control (AAV8-SynP136-H2BGFP, 1 × 10^9^ vg/eye). (**B**) ddPCR fold changes of commonly (i.e., *rd1* and *Rho*^-/-^) upregulated mitochondrial electron transport chain (ETC) genes and other genes (i.e., *Acsl3* and *Ftl1*) by Txnip overexpression in FACS sorted P21 *rd1* cones. The number in the round brackets ‘()’ indicates the sample size, that is, the number of retinas within each group. (**C**) MitoRFP signals in infected retinas. First panel: AAV8-SynP136-mitoRFP (1 × 10^9^ vg/eye) expression in P26 wildtype (BALB/c) retina cross section. Magenta: mitoRFP; green: PNA; gray: DAPI. Other three panels: representative mitoRFP images from *rd1* retinas infected with the control (AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye, plus AAV8-SynP136-mitoRFP, 1 × 10^9^ vg/eye), Txnip (AAV8-RedO-Txnip, 1 × 10^9^ vg/eye plus AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye, and AAV8-SynP136-mitoRFP, 1 × 10^9^ vg/eye), or Txnip.S308A (AAV8-RedO-Txnip.S308A, 1 × 10^9^ vg/eye plus AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye, and AAV8-SynP136-mitoRFP, 1 × 10^9^ vg/eye) fixed at P20. *rd1* retina flat-mounts near the optic nerve head, reflecting the mitochondrial function. Magenta: mitoRFP; gray: H2BGFP, for infection normalization. (**D**) Quantification of normalized mito-RFP:H2BGFP intensity of P20 *rd1* retinas transduced with control, Txnip, or Txnip.S308A, as in **C**. The number in the square brackets ‘[]’ indicates the sample size, that is, the number of images taken from regions of interest of multiple retinas (four images per retina), in each condition. (**E**) Representative JC-1 dye staining image from live cones in P20 *rd1* retina transduced with Txnip + siNC or + siLdhb^(#2)^ (as in Figure 3A). Magenta: J-aggregate, indicating high ETC function; green: JC-1 monomer, for normalization. H2BGFP channel, the tracer of adeno-associated virus (AAV)-infected area, is not shown. (**F**) Quantification of normalized cone JC-1 dye staining (fluorescence intensity of J-aggregate:JC-1 monomer) from live cones in P20 *rd1* retinas transduced with Txnip + siNC or siLdhb^(#2)^ (as in Figure 3B). The number in the square brackets ‘[]’ indicates the sample size, that is, the number of images taken from regions of interest of multiple retinas (four images per retina), in each condition. (**G**) PARP1 antibody staining of *Parp1*^+/+^ (C57BL/6J) or *Parp1*^-/-^ (on 129S background) retina. Magenta: Parp1; gray: DAPI; arrowheads: Parp1 staining from inner segments and cone nuclei. (**H**) Representative mitochondria transmission electron microscopy images from P20 *Parp1*^+/+^ or *Parp1*^-/-^ *rd1* cones. (**I**) Quantification of diameters of mitochondrial cross sections from P20 *Parp1*^+/+^ or *Parp1*^-/-^ *rd1* cones from one retina per condition. The number in the curly brackets ‘{}’ indicates the sample size, that is, the number of mitochondria from multiple cones from one retina for each condition. RedO: red opsin promoter.

**Figure 5—figure supplement 2.**
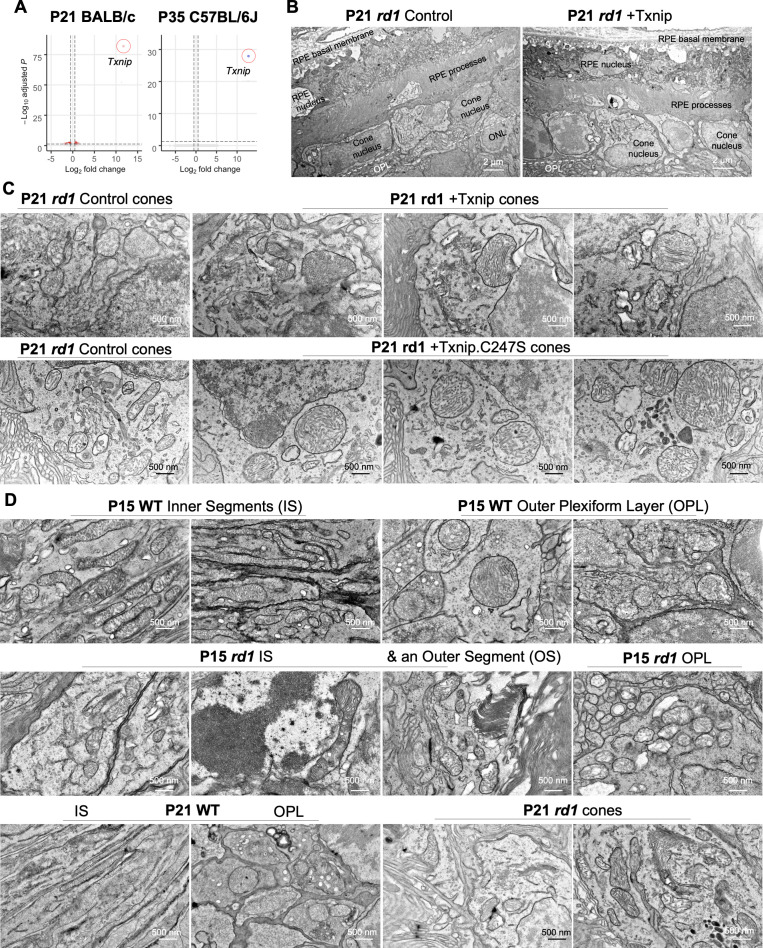
Additional figures for effects of Txnip on retinitis pigmentosa (RP) cone mitochondria. (**A**) Volcano plots of differentially expressed genes in wildtype (WT) cones FACS sorted from P21 BALB/c retinas (left panel; +Txnip, n = 6, relative to control, n = 6) and P35 C57BL/6J retinas (right panel; +Txnip, n = 3, relative to control, n = 3). Dotted lines indicate adjusted p<0.05 and log2 fold change >0.5. Infection was done at P0 by Txnip (AAV8-RedO-Txnip, 1 × 10^9^ vg/eye, plus AAV8-SynP136-H2BGFP, 1 × 10^9^ vg/eye) or control (AAV8-SynP136-H2BGFP, 1 × 10^9^ vg/eye). (**B**) Representative low-magnification transmission electron microscopy (TEM) images of retinal pigmented epithelium and cones from P21 *rd1* retinas transduced with Txnip (AAV8-RedO-Txnip, 1 × 10^9^ vg/eye, plus AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye) and control (AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye). (**C**) Additional representative high-magnification TEM images of cones from P21 *rd1* retinas transduced with Txnip, Txnip.C247S, and control. (**D**) Representative high-magnification TEM images with a focus on photoreceptor mitochondria from P15 and P21 WT (BALB/c) and *rd1* retinas with no adeno-associated virus (AAV) injection.

A previous study identified 15 proteins that interact with Txnip.C247S (Forred et al., 2016). Among these interactors was Parp1, which can negatively affect mitochondria through deleterious effects on the mitochondrial genome (Hocsak et al., 2017; Szczesny et al., 2014), as well as effects on inflammation and other cellular pathways (Fehr et al., 2020). Due to the similarities between the effects of Txnip addition and of Parp1 inhibition on mitochondria, Parp1 was tested for a potential role in Txnip-mediated rescue. Parp1 expression was first examined by IHC and found to be enriched in cone inner segments, which are packed with mitochondria (Hoang et al., 2002), as well as in cone nuclei (Figure 5—figure supplement 1G). Interestingly, when a GFP-Txnip fusion protein was expressed in cones, it also was found in these regions (Figure 1—figure supplement 1B). To test for a role of Parp1, *Parp1*^-/-^ mice were bred to *rd1* mice, and their cone mitochondria were examined by TEM and mitoRFP. *Parp1*^-/-^ *rd1* cones possessed larger mitochondria (Figure 5—figure supplement 1H, I) and higher mitoRFP signals than cones from *Parp1*^+/+^ *rd1* controls (Figure 5E, F). Addition of Txnip.C247S to *Parp1*^-/-^ *rd1* cones did not alter the mitoRFP signals (Figure 5E, F). When Txnip.C247S was added to *Parp1*^-/-^ *rd1* retinas, cone survival was similar to that of Txnip.C247S-transduced *Parp1*^+/+^ *rd1* retinas, showing that Txnip-mediated survival does not require Parp1 (Figure 5G, H). *Parp1*^-/-^ *rd1* cone survival also was similar to the *Parp1*^+/+^ *rd1* cones (Figure 5G, H). The *rd1* cone degeneration seemed to be faster in these *Parp1^+/+^ and Parp1^-/-^* mice (on 129S background) for unknown reason(s).

The discordance between improved mitochondria and cone survival in these experiments suggested that mitochondrial improvement alone is not sufficient to prolong cone survival. This is consistent with the observations from transduction with Txnip.S308A, as well as Txnip + siLdhb, both of which failed to prolong *rd1* cone survival despite improvements in mitochondria (Figure 2A, B, Figure 5A–D, Figure 5—figure supplement 1C–F). To test if improved cone survival requires enhanced lactate catabolism in addition to mitochondrial improvement, we delivered Ldhb to *Parp1*^-/-^ *rd1* cones. Unlike on *Parp1*^+/+^ background (Figure 8—figure supplement 1D), a small but significant improvement in cone survival was observed (Figure 5I, J).

### Txnip enhances Na^+^/K^+^ pump function and cone opsin expression

The results above suggest that Txnip may prolong RP cone survival by enhancing lactate catabolism via Ldhb, which may lead to greater ATP production by the OXPHOS pathway. Cone photoreceptors are known to require high levels of ATP to maintain their membrane potential, relying primarily upon the Na^+^/K^+^ ATPase pump (Ingram et al., 2020). To investigate whether Txnip affects the function of the Na^+^/K^+^ pump in RP cones, freshly explanted P20 *rd1* retinas were stained with RH421, a fluorescent small-molecule probe for Na^+^/K^+^ pump function (Fedosova et al., 1995). Addition of Txnip improved Na^+^/K^+^ pump function of these cones in lactate medium as reflected by an increase in RH421 fluorescence (Figure 6A, B), consistent with Txnip enabling greater utilization of lactate as fuel. In RP cones, it is also known that protein expression of cone opsin is downregulated, postulated to be due to insufficient energy supply (Punzo et al., 2009). Compared to control, greater anti-opsin staining was observed in Txnip-transduced *rd1* cones at P50 (Figure 6C), further supporting the idea that Txnip improves the energy supply to RP cones.

**Figure 6.**
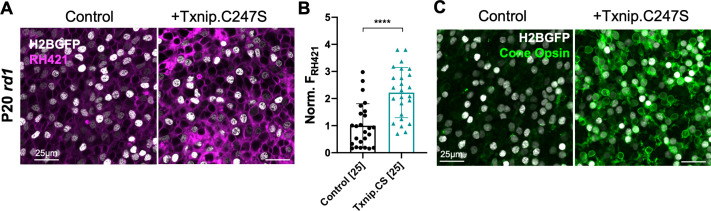
Effect of Txnip on Na^+^/K^+^ ATPase pump function and cone opsin expression in retinitis pigmentosa cones. (**A**) Images of live ex vivo RH421 stained cones in P20 *rd1* retinas transduced with Txnip.C247S (AAV8-RedO-Txnip C247S, ≈1 × 10^9^ vg/eye plus AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye) and control (AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye) and cultured in lactate-only medium. Magenta: RH421 fluorescence, proportional to Na^+^/K^+^ ATPase function; gray: H2BGFP, tracer of infection. (**B**) Quantification of normalized RH421 fluorescence intensity from Txnip.C247S-transduced cones relative to control in P20 *rd1* retinas cultured in lactate-only medium (same as in **A**, five images per retina). The number in the square brackets ‘[]’ indicates the sample size, that is, the number of images taken from regions of interest of multiple retinas, in each condition. Txnip.CS: Txnip.C247S. (**C**) Immunohistochemistry with anti-s-opsin plus anti-m-opsin antibodies in the center of P50 *rd1* retinas transduced with Txnip.C247S or control. Green: cone-opsins; gray: H2BGFP, tracer of infection. Error bar: standard deviation. **** p< or <<0.0001. RedO: red opsin promoter; AAV: adeno-associated virus.

### Dominant-negative HIF1α improves RP cone survival

If improved lactate catabolism and OXPHOS are at least part of the mechanism of Txnip rescue, RP cone survival might be promoted by other molecules serving similar functions. HIF1α can upregulate the transcription of glycolytic genes (Majmundar et al., 2010). Increased glycolytic enzyme levels might push RP cones to further rely on glucose, rather than lactate, to their detriment if glucose is limited. To investigate whether HIF1α might play a role in cone survival, a WT and a dominant-negative HIF1α (dnHIF1α) allele (Jiang et al., 1996) were delivered to *rd1* retinas using AAV. A target gene of HIF1α, *Vegfa*, which might improve blood flow and thus nutrient delivery (but might also increase inflammation), also was tested. The dnHIF1α increased *rd1* cone survival, while WT Hif1a and Vegf each decreased cone survival (Figure 7, Figure 7—figure supplement 1D, E).

**Figure 7.**
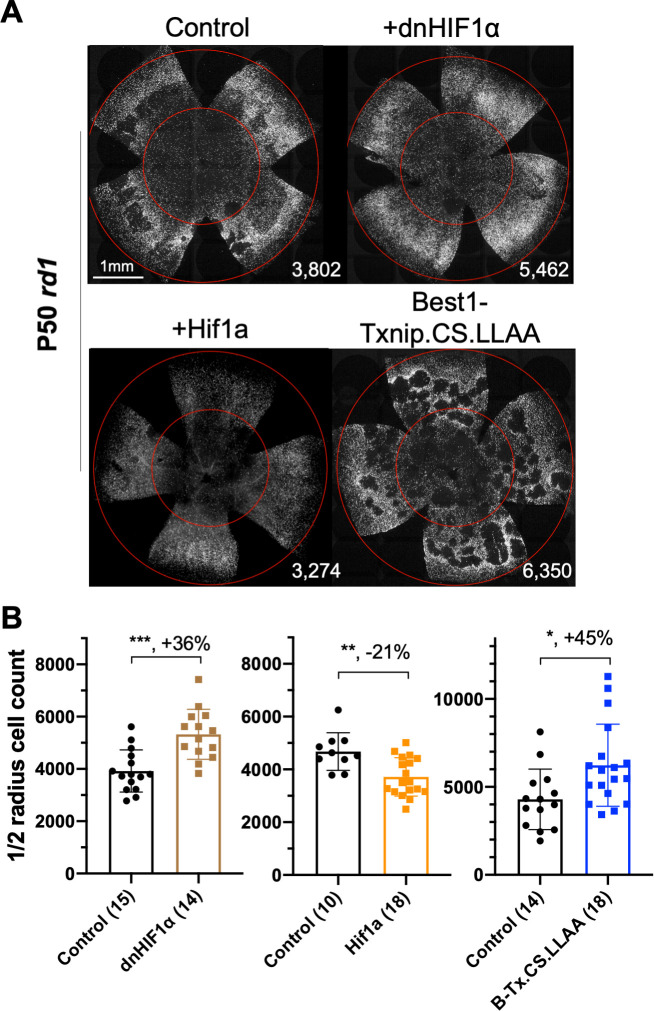
Effect of dominant negative HIF1α and Best1-Txnip.C247S.LL351 and 352AA on retinitis pigmentosa cone survival. (**A**) Images of P50 *rd1* retinas with H2BGFP (gray)-labeled cones transduced with dnHIF1α (AAV8-RO1.7-dnHIF1α, 1 × 10^9^ vg/eye), Hif1a (AAV8-SynPVI-Hif1a, SynPVI is an alternative cone-specific promoter, 1 × 10^9^ vg/eye), Best1-Txnip.C247S.LL351 and 352AA (Txnip.CS.LLAA, driven by a retinal pigmented epithelium-specific promoter; AAV8, 5 × 10^8^ vg/eye; all including AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye), or control (AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye). (**B**) Quantification of H2BGFP-positive cones within the ½ radius of P50 *rd1* retinas transduced with dnHIF1α, Hif1a, Best1-Txnip.C247S.LL351, and 352AA or control (same as in **A**). B-Tx.CS.LLAA: Best1-Txnip.C247S.LL351 and 352AA. Error bar: standard deviation. *p<0.05, **p<0.01, ***p<0.001.RedO: red opsin promoter; AAV: adeno-associated virus.

**Figure 7—figure supplement 1.**
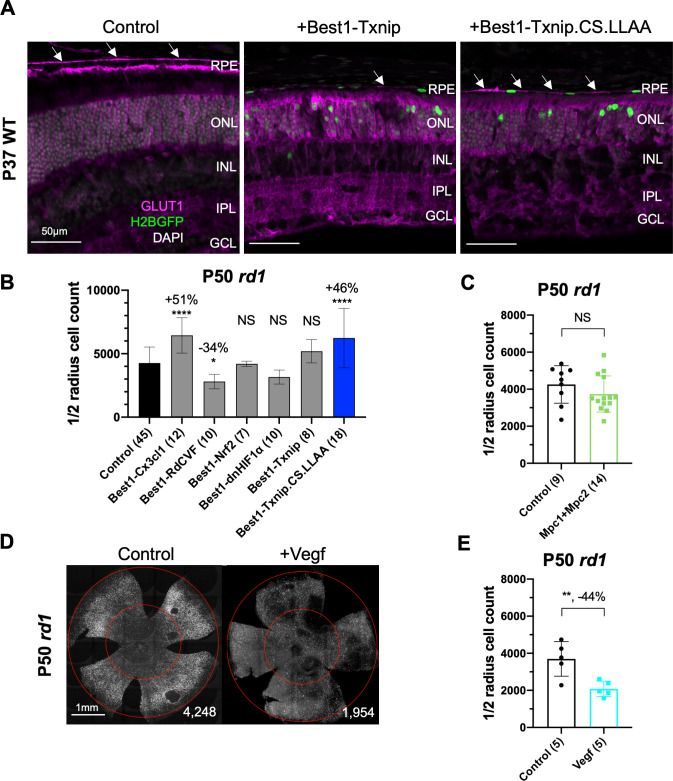
Additional figures for various vectors effect on retinitis pigmentosa (RP) cone survival. (**A**) Glucose transporter 1 (GLUT1) expression in P37 wildtype (C57BL/6J) eyes transduced with control (AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye), AAV8-Best1-Txnip (5 × 10^8^ vg/eye, plus AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye), or AAV8-Best1-Txnip.C247S.LL351 and 352AA (5 × 10^8^ vg/eye, plus AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye). Arrows: GLUT1 in the basal membrane of the retinal pigmented epithelium. Magenta: GLUT1; green: RedO-H2BGFP for infection tracing; gray: DAPI. (**B**) Quantification of H2BGFP-positive cones within the ½ radius of P50 *rd1* retinas transduced with six different Best1-vectors (all AAV8-Best1, 2.5–5 × 10^8^ vg/eye plus AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye) or control (AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye). (Note: we did not use dark-reared *rd10* for testing the RdCVF vector, and our adeno-associated virus (AAV) capsid and promoter were different from the original study of Byrne et al., 2015.) Best1-Cx3cl1 was included as a positive control (Wang et al., 2019). (**C**) Quantification of H2BGFP-positive cones within the ½ radius of P50 *rd1* retinas transduced with AAV8-RO1.7-Mpc1 + AAV8-RO1.7-Mpc2 (1 × 10^9^ vg/eye each plus AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye) or control (AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye). (**D**) Representative P50 *rd1* flat-mounted retinas with H2BGFP (gray)-labeled cones transduced with Vegf164 (AAV8-RO1.7, 1 × 10^9^ vg/eye plus AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye) and control (AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye). (**E**) Quantification of H2BGFP-positive cones within the ½ radius of P50 *rd1* retinas transduced with Vegf164 or control. RedO: red opsin promoter. Txnip.CS.LLAA: Txnip.C247S.LL351 and 352AA.

### Txnip effects on GLUT1 levels in the RPE and cone survival

To determine if retention of glucose by the RPE might underlie a glucose shortage for cones (Kanow et al., 2017; Wang et al., 2016), we attempted to reprogram RPE metabolism to a more ‘OXPHOS’ and less ‘glycolytic’ status by overexpressing Txnip or dnHIF1α with an RPE-specific promoter, the Best1 promoter (Esumi et al., 2009). The goal was to increase lactate consumption in the RPE, thus freeing up more glucose for delivery to cones. However, no RP cone rescue was observed (Figure 7—figure supplement 1B), possibly due to a clearance of GLUT1 by Txnip from the surface of RPE cells, which would create a glucose shortage for both the RPE and the cones (Swarup et al., 2019; Figure 7—figure supplement 1A). To examine the level of GLUT1 in the RPE following introduction of WT Txnip, or Txnip.C247S.LL351 and 352AA, which should prevent efficient removal of GLUT1 (see background in previous section), IHC for GLUT1 was carried out. This assay showed that AAV-Best1-Txnip.LL351 and 352AA did result in less clearance of GLUT1 from the surface of the RPE relative to WT Txnip (Figure 7—figure supplement 1A). Best1-Txnip.C247S.LL351 and 352AA was then tested for *rd1* cone rescue, where it was found to improve cone survival (Figure 7), in keeping with the model that the RPE retains glucose to the detriment of cones in RP.

### Combination of Txnip.C247S with other rescue genes provides an additive effect

Finally, as our goal is to provide effective, generic gene therapy for RP, and potentially other diseases that affect photoreceptor survival, we used combinations of AAVs that encode genes that we have previously shown prolong RP cone survival and vision. The combination of Txnip.C247S expression in cones, with expression of Nrf2, a gene with anti-oxidative damage and anti-inflammatory activity, in the RPE, provided an additive effect on cone survival relative to either gene alone (Figure 8A, B). This combination also preserved a structure resembling cone outer segments. In WT cones, opsin protein is localized to the outer segment, where photon detection and phototransduction take place. During degeneration in RP, the cone outer segments collapse, and opsin is mislocalized to the plasma membrane (Figure 8C, Figure 8—figure supplement 1A). The combination of RedO-Txnip.C247S and Best1-Nrf2 led to the localization of opsin protein to the outer segment-like structure, rather than to the plasma membrane. An additional morphological phenotype that is especially prominent in the FVB *rd1* strain is that of ‘craters’ in the photoreceptor layer. These are circumscribed areas without cones that are obvious when the retina is viewed as a flat-mount. AAV-Best1-Nrf2 alone suppressed the formation of these craters (Figure 8A; Wu et al., 2021), while AAV-RedO-Txnip did not, despite the fact that AAV-RedO-Txnip.C247S provided the most robust RP cone rescue (Figure 2A, Figure 8A, D). It was also noted that dnHIF1α decreased, and Best1-Txnip.C247S.LL351 and 352AA increased, the FVB-specific retinal craters, while both vectors prolonged RP cone survival (Figure 7A). The significance of these craters is thus unclear, as is the mechanism of their formation, though these data point to an origin within the RPE.

**Figure 8.**
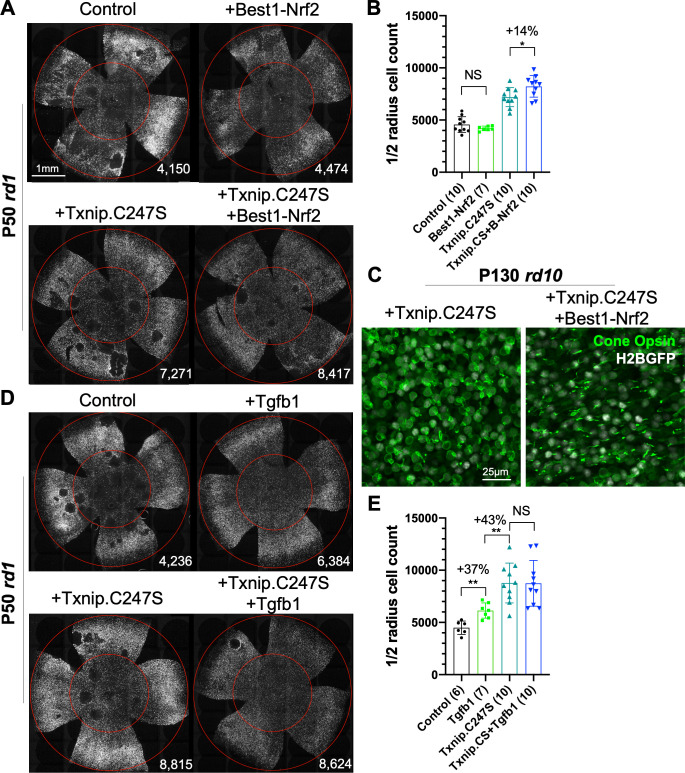
Effect of combinations of Txnip.C247S with Best1-Nrf2 or Tgfb1 on retinitis pigmentosa cone survival. (**A**) Images of P50 rd1 retinas with H2BGFP (gray)-labeled cones transduced with Nrf2 (AAV8-Best1-Nrf2, 2.5 × 10^8^ vg/eye), Txnip.C247S (AAV8-RedO-Txnip.C247S, 1 × 10^9^ vg/eye), Txnip.C247S (AAV8-RedO-Txnip.C247S, 1 × 10^9^ vg/eye) + Best1-Nrf2 (AAV8-Best1-Nrf2, 2.5 × 10^8^ vg/eye), or control (AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye). All experimental vector injections included AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye. (**B**) Quantification of H2BGFP-positive cones within the ½ radius of P50 *rd1* retinas transduced with Best1-Nrf2, Txnip.C247S, Txnip.C247S + Best1-Nrf2, or control. Txnip.CS: Txnip.C247S. B-Nrf2: Best1-Nrf2. (**C**) Immunohistochemistry with anti-S-opsin plus anti-M-opsin antibodies in the center of P130 *rd10* retinas transduced with Txnip.C247S (left panel) or Txnip.C247S + Best1-Nrf2 (right panel). Green: cone-opsins; gray: H2BGFP, tracer of infection. (**D**) Images of P50 rd1 retinas with H2BGFP (gray)-labeled cones transduced with Tgfb1 (AAV8-RedO, 1 × 10^9^ vg/eye), Txnip.C247S (AAV8-RedO-Txnip.C247S, 1 × 10^9^ vg/eye), Txnip.C247S (AAV8-RedO-Txnip.C247S, 1 × 10^9^ vg/eye) + Tgfb1 (AAV8-RedO-Tgfb1, 1 × 10^9^ vg/eye), or control (AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye). All experimental vector injections included AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye. (**E**) Quantification of H2BGFP-labeled cones within the ½ radius of P50 *rd1* retinas transduced with control, Tgfb1, Txnip.C247S, or Txnip.C247S + Tgfb1. Error bar: standard deviation. NS: not significant, p>0.05, *p<0.05, **p<0.01. RedO: red opsin promoter; AAV: adeno-associated virus.

**Figure 8—figure supplement 1:**
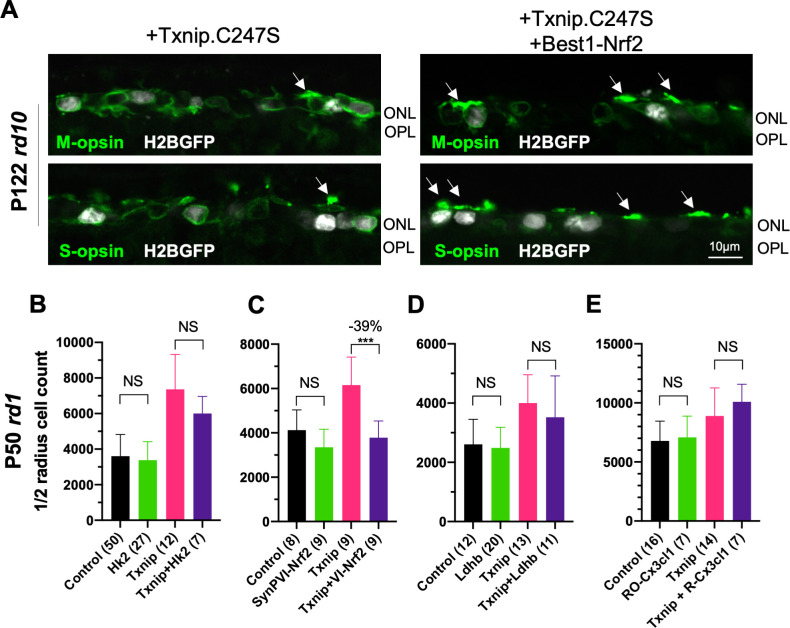
Effect of combinations of Txnip with various vectors on retinitis pigmentosa (RP) cone survival. (**A**) Immunohistochemistry with anti-S-opsin or anti-M-opsin antibodies of P122 *rd10* retina sections transduced with AAV8-RedO-Txnip.C247S (left panel; 1 × 10^9^ vg/eye, plus AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye) or Txnip.C247S + Best1-Nrf2 (right panel; AAV8-RedO-Txnip.C247S, 1 × 10^9^ vg/eye plus AAV8-Best1-Nrf2, 2.5 × 108 vg/eye and AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye). Arrows: cone outer segment-like structure (green: S- or M-opsin; gray: H2BGFP, tracer of infection). (**B–E**) Quantification of H2BGFP-positive cones within the ½ radius of P50 *rd1* retinas transduced with control (AAV8-RedO-H2BGFP, 2.5 × 10^8^ vg/eye), (**B**) SynPVI-Hk2, (**C**) SynPVI-Nrf2, (**D**) RedO-Ldhb, and (**E**) RedO-Cx3cl1, RedO-Txnip, and combinations with RedO-Txnip (all AAV8, ≈1 × 10^9^ vg/eye for each vector). VI: SynPVI; RO- or R-: RedO-; RedO: red opsin promoter; AAV: adeno-associated virus.

An additional combination that was tested was AAV-RedO-Txnip.C247S with AAV-RedO-Tgfb1, an anti-inflammatory gene that our previous studies showed could eliminate the craters on its own (Wang et al., 2020). This combination did not improve cone survival beyond that of Txnip alone, but almost completely eliminated the craters in an additive fashion with Txnip (Figure 8D, E). In addition, other genes (*Hk2, Ldhb,* and *Cx3cl1*) and Nrf2 were expressed specifically in cones in combination with WT Txnip, but did not provide any obvious improvement over Txnip alone (Figure 8—figure supplement 1).

## Discussion

Photoreceptors have been characterized as being highly glycolytic, even under aerobic conditions, as originally described by Warburg, 1925. Glucose appears to be supplied primarily from the circulation, via the RPE, which has a high level of GLUT1 (Gospe et al., 2010). Photoreceptors, at least rods, carry out glycolysis to support anabolism, to replace their outer segments (Chinchore et al., 2017), and contribute ATP, to run their ion pumps (Okawa et al., 2008). If glucose becomes limited, as has been proposed to occur in RP, cones may have insufficient fuel for their needs. To explore whether we could develop a therapy to address some of these metabolic shortcomings in RP, we delivered many different types of genes that might alter metabolic programming. From these, Txnip had the strongest improvement on cone survival and vision (Figure 1, Figure 1—figure supplements 1 and 2). This was surprising as Txnip has been shown to inhibit glucose uptake by binding to and aiding in the removal of GLUT1 from plasma membrane (Wu et al., 2013). Moreover, it inhibits the anti-oxidation proteins, the thioredoxins, again by direct binding (Junn et al., 2000; Nishinaka et al., 2001; Nishiyama et al., 1999), so would have been predicted to increase oxidative damage and therefore decrease cone survival. The results with Txnip in its WT form, and from the study of several mutant alleles, provide some insight into how it might benefit cones. The Txnip.C247S allele prevents binding to thioredoxins and gave enhanced cone survival relative to WT Txnip (Figure 2, Figure 2—figure supplement 1). We speculate that, by being free of this interaction, the C247S mutant protein may be more available for other Txnip-mediated activities. In addition, thioredoxin may be made more available for its role in fighting oxidative damage following transduction of the C247S mutant, rather than the WT Txnip allele.

The mechanisms by which Txnip might benefit cones are not fully known, but a study of Txnip’s function in skeletal muscle suggested that it plays a role in fuel selection (DeBalsi et al., 2014). If glucose is limited in RP, then cones may need to switch from a reliance on glucose and glycolysis to an alternative fuel(s), such as ketones, fatty acids, amino acids, or lactate. Cones express *oOxct1* mRNA (Shekhar et al., 2016), which encodes a critical enzyme for ketone catabolism, suggesting that cones are capable of ketolysis. In addition, a previous study showed that lipids might be an alternative energy source for cones by β-oxidation (Joyal et al., 2016). It is likely that cones can use these alternative fuels to meet their intense energy demands (Ingram et al., 2020; Figure 6). However, the Txnip rescue did not depend on ketolysis or β-oxidation (Figure 3). Due to the diversity of amino acid catabolic pathways, we did not study whether these pathways were required for Txnip’s rescue effect. However, we did discover that Ldhb, which converts lactate to pyruvate, was required. This is an interesting switch as photoreceptors normally have high levels of Ldha (Figure 5—source data 4) and produce lactate (Chinchore et al., 2017; Kanow et al., 2017). 

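Among the genes tested in WT cones, Ldha ranked 35 of 12017 by mean level in BALB/c and 25 of 12974 in C57BL/6J. Ldhb ranked 1678 and 1561. The count of Ldha was 21.7 ± 6.25 times that of Ldhb (SD, n = 6) in BALB/c control cones and 18.3 ± 4.59 times (SD, n = 6) in BALB/c Txnip cones. In C57BL/6J it was 25.4 ± 3.47 times (SD, n = 3) in control and 25.6 ± 4.56 times (SD, n = 3) with Txnip. These ratios are of counts and were not corrected for the exonic lengths of 3310.0 bases for Ldha and 1570.0 for Ldhb.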

An important factor in the reliance on Ldhb could be the availability of lactate, which is highly available from serum (Hui et al., 2017). Lactate could be transported via the RPE and/or Müller glia, and/or the internal retinal vasculature that comes in closer proximity to cones after rod death. Ketones are usually only available during fasting, and lipids are hydrophobic molecules that are slow to be transported across the plasma membranes. Moreover, lipids are required to rebuild the membrane-rich outer segments, and thus might be somewhat limited. Ldhb is not sufficient, however, to delay RP cone degeneration as its overexpression did not promote RP cone survival.

Txnip-transduced RP cones also had larger mitochondria with a greater membrane potential and likely were able to use the pyruvate produced by Ldhb for greater ATP production via OXPHOS. Indeed, Txnip-transduced cones had an enhanced ATP:ADP ratio (Figure 4). However, healthier mitochondria were not sufficient to prolong RP cone survival. Txnip.S308A led to larger mitochondria than control mitochondria as seen by TEM, as well as brighter JC-1 staining and mitoRFP signals, which are indicators of better mitochondrial health, but this allele did not induce greater cone survival (Figure 5, Figure 5—figure supplement 1). Moreover, as Txnip has been shown to interact with Parp1, which can negatively affect mitochondria, we investigated if Parp1 knockout mice might have cones that survive longer in RP. Indeed, the Parp1 knockout mitochondria appeared to be healthier, but Parp1 knockout retinas did not have better RP cone survival than Parp1-WT *rd1* retinas (Figure 5, Figure 5—figure supplement 1). In addition, cone rescue by Txnip was not changed in the Parp1 knockout retinas (Figure 5).

The well-described effects of Txnip on the removal of GLUT1 from the cell membrane might seem at odds with the promotion of cone survival. It could be that removal of GLUT1 from the plasma membrane of cones forces the cones to choose an alternative fuel, such as lactate, and perhaps others too. Interestingly, as GLUT1 knockdown was not sufficient for cone survival, Txnip must not only lead to a reduction in membrane-localized GLUT1, but also potentiate a fuel switch, via an unknown mechanism(s) that at least involves an increase of Ldhb activity. A reduction in glycolysis might also lead to a fuel switch. Introduction of dnHIF1α, which should reduce expression of glycolytic enzymes, also benefited cones, while introduction of WT HIF1α did not (Figure 7). HIF1α has many target genes and may alter pathways in addition to that of glycolysis, thus also potentiating a fuel switch once glycolysis is downregulated. An additional finding supporting the notion that the level of glycolysis is important for cone survival was the observation that AAV-Pfkm plus AAV-Hk1 led to a reduction in cone survival (Figure 1—figure supplement 1E). Phosphorylation of glucose by Hk1 followed by phosphorylation of fructose-6-phosphate by the Pfkm complex commits glucose to glycolysis at the cost of ATP. These AAVs may have promoted the flux of glucose through glycolysis, which may have inhibited a fuel switch, and/or depleted the ATP pool, for example, if downstream glycolytic intermediates were used for anabolic needs so that ATP production by glycolysis did not occur, and pyruvate was not produced for conversion to acetyl CoA and ATP production by the mitochondria.

The observations described above suggest that at least two different pathways are required for the promotion of cone survival by Txnip (Figure 9). One pathway requires lactate utilization via Ldhb, but as Ldhb was not sufficient, another pathway is also required. As greater mitochondrial health was observed following Txnip transduction, a second pathway may include the effects on mitochondria. This notion is supported by the observation that the addition of Ldhb to *Parp1^-/-^ rd1* cones, which have healthier mitochondria, led to improved cone survival (Figure 5). Txnip alone may be able to promote cone health by impacting both lactate catabolism and mitochondrial health. There may be additional pathways required as well.

**Figure 9.**
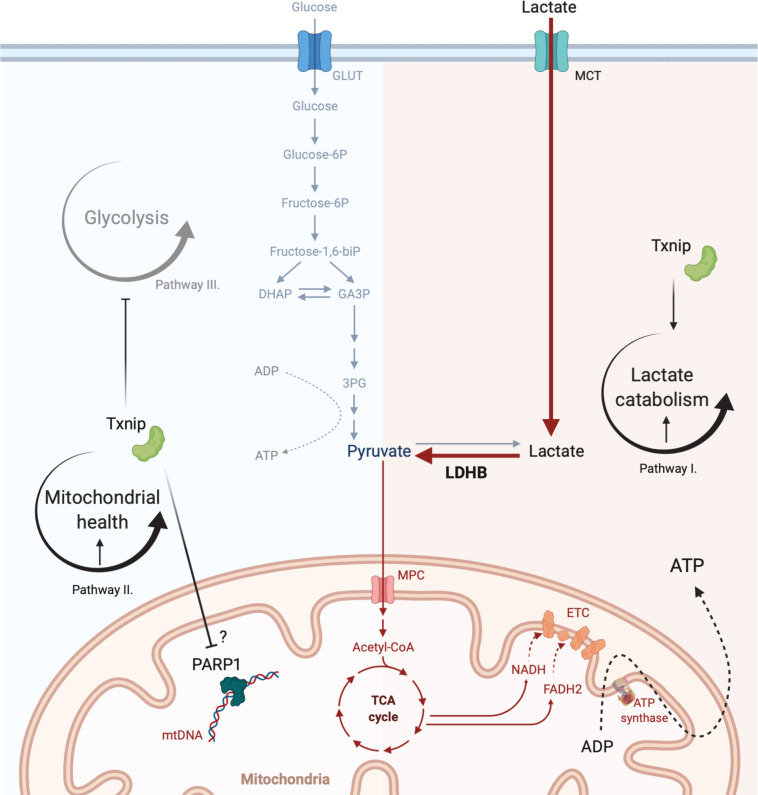
Model for the mechanism of Txnip-mediated cone rescue. The data suggest that at least two pathways are required for Txnip rescue – Pathway I: enhancement of lactate catabolism, which requires the function of LDHB; and pathway II: improved mitochondrial health, possibly through mitochondrial Parp1 inhibition. An additional pathway, pathway III: inhibiting glycolysis by removing glucose transporter 1 (GLUT1) from cell surface, may partially contribute to rescue by working with improved lactate metabolism and improved mitochondrial health, and/or unidentified pathways. This diagram was created from a BioRender Template. MCT: monocarboxylate transporter; 3PG: 3 phosphoglyceric acid; TCA: tricarboxylic acid cycle.

The effects of Txnip alleles expressed only in the RPE provide some support for the hypothesis that the RPE transports glucose to cones for their use, while primarily using lactate for its own needs (Kanow et al., 2017; Swarup et al., 2019). Lactate is normally produced at high levels by photoreceptors in the healthy retina. When rods, which are 97% of the photoreceptors, die, lactate production goes down dramatically. The RPE might then need to retain glucose for its own needs. Introduction of an allele of Txnip, C247S.LL351 and 352AA, to the RPE provided a rescue effect for cones, while introduction of the WT allele of Txnip to the RPE did not. The LL351 and 352AA mutations lead to a loss of efficiency of the removal of GLUT1 from the plasma membrane, while the C247S mutation might create a less glycolytic RPE. The combination of these mutations might then allow more glucose to flow to cones. The untreated RP cones seem to be able to use glucose at a high concentration for ATP production, at least in freshly explanted retinas (Figure 4A). These findings are also consistent with the reported mechanism for cone survival promoted by RdCVF, a factor that is proposed to improve glucose uptake by RP cones, which might be important if glucose is present in low concentration due to retention by the RPE (Aït-Ali et al., 2015; Byrne et al., 2015).

As cones face multiple challenges in the degenerating RP retina, we tested Txnip in combination with genes that we have found to promote cone survival via other mechanisms. The combination of Txnip with vectors fighting oxidative stress and inflammation (AAV-Best1-Nrf2) supported greater cone survival than any of these treatments alone. These combinations utilize cell type-specific promoters, reducing the chances of side effects from global expression of these genes. Of note, the Nrf2 expression was limited to the RPE, which we recently showed leads to much improved RPE survival and morphology in RP mice (Wu et al., 2021). Best1-Nrf2 was additive to RedO-Txnip for cone survival. This finding is in keeping with the interdependence of photoreceptors and the RPE, which is undoubtedly important not only in a healthy retina, but in disease as well.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*Mus musculus*)	*Pde6b^rd1^*	Charles River; Taconic	Stock #: 207; FVB/NTac. MGI: 1856373	
Genetic reagent (*M. musculus*)	*Pde6b^rd10^*	Jackson Laboratory	Stock #: 004297 MGI:2388259	
Genetic reagent (*M. musculus*)	*Rho*^-/-^	Janis Lem (Tufts University)	MGI:2680822	PMID:9892703
Genetic reagent (*M. musculus*)	*Parp1*^-/-^	Jackson Laboratory	Stock #: 002779. MGI:1857862	
Antibody	Rabbit anti-GLUT1	Alpha Diagnostics	GT11-A	IHC (1:300)
Antibody	Rabbit anti-PARP1	Abcam	ab227244	IHC (1:300)
Antibody	Chicken anti-GFP	Abcam	ab13970	IHC (1:1000)
Antibody	Goat anti-FLAG	Abcam	ab1257	IHC (1:2000)
Antibody	Rabbit anti-ARR3	Millipore Sigma	AB15282	IHC (1:1000)
Antibody	Rabbit anti-OPN1MW	Millipore Sigma	AB5405	IHC (1:600)
Antibody	Rabbit anti-OPN1SW	Millipore Sigma	AB5407	IHC (1:200)
Genetic reagent (*M. musculus*)	Txnip cDNA	GeneCopoeia	Cat. #: Mm07552 NCBI: NM_001009935.2	
Genetic reagent (*M. musculus*)	Hif1a cDNA	GeneCopoeia	Cat. #: Mm30422 NCBI: NM_010431.2	
Genetic reagent (*M. musculus*)	Hk2 cDNA	GeneCopoeia	Cat. #: Mm03044 NCBI: NM_013820.3	
Genetic reagent (*M. musculus*)	Ldha cDNA	GeneCopoeia	Cat. #: Mm28710 NCBI: NM_001136069.2	
Genetic reagent (*M. musculus*)	Ldhb cDNA	GeneCopoeia	Cat. #: Mm03608 NCBI: NM_008492.2	
Genetic reagent (*M. musculus*)	Slc2a1 cDNA	GeneCopoeia	Cat. #: Mm21137 NCBI: NM_011400.3	
Genetic reagent (*M. musculus*)	Bsg1 cDNA	GeneCopoeia	Cat. #: Mm01471 NCBI: NM_009768.2	
Genetic reagent (*M. musculus*)	Cpt1a cDNA	GeneCopoeia	Cat. #: Mm20470 NCBI: NM_013495.2	
Genetic reagent (*M. musculus*)	Oxct1 cDNA	GeneCopoeia	Cat. #: Mm08941 NCBI: NM_024188.6	
Genetic reagent (*M. musculus*)	Mpc1 cDNA	GeneCopoeia	Cat. #: Mm41054 NCBI: NM_001364919.1	
Genetic reagent (*M. musculus*)	Mpc2 cDNA	GeneCopoeia	Cat. #: Mm19410 NCBI: BC018324.1	
Genetic reagent (*Homo sapiens*)	Nrf2 cDNA	GeneCopoeia	Cat. #: T3128 NCBI: NM_006164.4	
Genetic reagent (*H. sapiens*)	Hk1	William Hahn and David Root (via Addgene)	Cat. #: 23730	PMID:21107320
Genetic reagent (*H. sapiens*)	Pfkm	William Hahn and David Root (via Addgene)	Cat. #: 23728	PMID:21107320
Genetic reagent (*H. sapiens*)	Pkm2	William Hahn and David Root (via Addgene)	Cat. #: 23757	PMID:21107320
Genetic reagent (*H. sapiens*)	Pkm1	Lewis Cantley and Matthew Vander Heiden (via Addgene)	Cat. #: 44241	PMID:18337815
Recombinant DNA reagent	DsRed2-mito	Addgene (Michael Davidson)	55838	
Recombinant DNA reagent	GFP-Txnip	Addgene (Clark Distelhorst)	18758	PMID:16301999
Recombinant DNA reagent	PercevalHR	Addgene (Gary Yellen)	49082	PMID:24096541
Recombinant DNA reagent	pAAV-RedO	Botond Roska		PMID:20576849
Recombinant DNA reagent	pAAV-SynPVI (ProA7)	Botond Roska		PMID:31285614
Recombinant DNA reagent	pAAV-SynP136 (ProA1)	Botond Roska		PMID:31285614
Software, algorithm	RP cone counting	This paper		MATLAB scripts available at https://github.com/sawyerxue/RP-cone-count

Animals *rd1* mice were the albino FVB strain, which carries the *Pde6b^rd1^* allele (MGI: 1856373). BALB/c, CD1, and FVB mice were purchased from Charles River Laboratories. Due to availability, some of the FVB mice were purchased from Taconic, and we did not notice any difference between the two sources in terms of cone degeneration rate. C57BL/6J, *rd10*, and *Parp1*^-/-^ mice were purchased from The Jackson Laboratories and bred in house. 

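Nnt transcripts were counted in the control cones of both WT strains. Nnt (ENSMUSG00000025453) lies on the minus strand of chromosome 13 from 119335448 to 119408997, and the annotation holds a second model of the gene (ENSMUSG00000116207) whose 3339 exonic bases all lie in exons of the first. Its level was 14.9 ± 1.18 CPM (SD, n = 3) in C57BL/6J control cones, from 43 to 49 counts per library, and 16.8 ± 5.58 (SD, n = 6) in BALB/c control cones, from 20 to 66 counts. The log2 difference of C57BL/6J from BALB/c was −0.16 (standard error 0.26, adjusted p = 0.725 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A two-sided exact permutation test gave p = 0.690. The second model gave −0.13 (adjusted p = 0.801 from the same edgeR test and adjustment). Between the Txnip libraries of the strains the difference was 0.029. Counts summed over a gene do not show which exons were transcribed or whether the protein is made. This comparison therefore cannot decide whether a null mutation is present. In the same fit, 2588 of 14751 genes differed between the control cones of the strains, which also differed in age.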

C57BL/6J and *rd10*, which is on C57BL/6J background, carry a null mutation in the *Nnt* gene (Freeman et al., 2006), but not in the other strains (i.e., *rd1*, *Rho*^-/-^, *Parp1*^-/-^, CD1, and BALB/c). We crossed the *Parp1*^-/-^ mice with FVB mice to generate homozygous *Parp1*^-/-^ *rd1* and *Parp1*^+/+^ *rd1* mice. Genotyping of these mice was done by Transnetyx (Cordova, TN). The *Rho*^-/-^ mice were kindly provided by Janice Lem (Tufts University, MA) (Lem et al., 1999).

### AAV vector design, authentication, and preparation

Detailed information of all AAVs used in this study is listed in Figure 1—source data 1, along with the authentication information. cDNAs of mouse Txnip, Hif1a, Hk2, Ldha, Ldhb, Slc2a1, Bsg1, Cpt1a, Oxct1, Mpc1, and Mpc2, and human Nrf2, were purchased from GeneCopoeia (Rockville, MD). Mouse Vegf164 cDNA (Robinson and Stringer, 2001) was synthesized through Integrated DNA Technologies (Coralville, IA). We obtained the following plasmids as gifts from various depositors through Addgene (Watertown, MA): Hk1, Pfkm, and Pkm2 (William Hahn and David Root; #23730, #23728, #23757), Pkm1 (Lewis Cantley and Matthew Vander Heiden; #44241), H2BGFP (Geoff Wahl; #11680), mitoRFP (i.e., DsRed2-mito, Michael Davidson; #55838), GFP-Txnip (Clark Distelhorst; #18758), W3SL (Bong-Kiun Kaang; #61463), 3xFLAG (Thorsten Mascher, #55180), and PercevalHR and pHRed (Gary Yellen; #49082, #31473). The cDNA of mouse RdCVF was a gift from Leah Byrne and John Flannery (UC Berkeley, CA). iGlucoSnFR was provided under a Material Transfer Agreement by Jacob Keller and Loren Looger (Janelia Research Campus, VA). RedO promoter was provided as a gift, and SynPVI (also known as ProA7) and SynP136 (also known as ProA1) promoters were provided under a Material Transfer Agreement, from Botond Roska (IOB, Switzerland). The Best1 promoter was synthesized by a lab member, Wenjun Xiong, using Integrated DNA Technologies based on the literature (Esumi et al., 2009). Mutated Txnip, dominant-negative HIF1α (Jiang et al., 1996), and RO1.7 promoter (Ye et al., 2016) were created from the Hif1a and RedO plasmids correspondingly in house using Gibson assembly. Of note, we found that the RedO promoter is stronger than SynP136 or SynPVI promoters, but less specific. RedO has a low level of expression in some rods. SynP136 and SynPVI drive expression that is exclusive to cones, that is, no rod expression in keeping with the observation of Roska Lab (Jüttner et al., 2019). SynPVI (0.5 kb) is shorter than SynP136 (2 kb), and is thus better for packaging insert genes that have a large size.

All of the new constructs in this study were cloned using Gibson assembly. For example, AAV-RedO-Txnip was cloned by replacing the EGFP sequence of AAV-RedO-EGFP at the NotI/HindIII sites, with the Txnip sequence, which was PCR-amplified from the cDNA vector adding two 20 bp overlapping sequences at the 5′- and 3′-ends. All of the AAV plasmids were amplified using Stbl3 *Escherichia coli* (Thermo Fisher Scientific). The sequences of all AAV plasmids were verified with directed sequencing and restriction enzyme digestion. The key plasmids were verified with Next-Generation complete plasmid sequencing (MGH CCIB DNA Core), which is able to capture the full sequence of the ITR regions. The genome sequence of critical AAVs (i.e., AAV8-RedO-Txnip.C247S and AAV8-RedO-Txnip.S308A) was verified with PCR and directed sequencing.

All of the vectors were packaged in recombinant AAV8 capsids using 293 T cells and purified with iodixanol gradient as previously described (Grieger et al., 2006; Xiong et al., 2015). The titer of each AAV batch was determined using protein gels, comparing virion protein band intensities with a previously established AAV standard. The concentration of our AAV production usually ranged from 2 × 10^12^ to 3 × 10^13^ gc/mL. Multiple batches of key AAV vectors (e.g., four batches of AAV8-RedO-Txnip and three batches of AAV-RedO-siLdhb^(#2)^) were made and tested in vivo to avoid any potential batch effects.

### shRNA

The shRNA plasmids of Ldhb, Slc2a1, Oxct1, and Cpt1a were purchased from GeneCopoeia, provided as three or four distinct sequences for each gene, driven by the H1 or U6 promoter. The knockdown efficiency of these candidate shRNA sequences was tested by co-transfecting with CAG-TargetGene-IRES-d2GFP vector in 293 T cells as previously described (Matsuda and Cepko, 2007; Wang et al., 2014). The GFP fluorescence intensity served as a fast and direct read out of the knockdown efficiency of these shRNAs. Using this method, we selected the following sense strand sequences to knock down the targeted genes (Figure 2—figure supplement 2, Figure 3—figure supplements 2–4): siLdhb^(#2)^ 5′-CCATCATCGTGGTTTCCAACC-3′; siLdhb^(#1)^ 5′-GCAGAGAAATGTCAACGTGTT-3′; siLdhb^(#3)^ 5′-GCCGATAAAGATTACTCTGTG-3′; siSlc2a1^(#a)^ 5′-GGTTATTGAGGAGTTCTACAA-3′; siOxct1^(#c)^ 5′-GGAAACAGTTACTGTTCTCCC-3′; siCpt1a^(#c)^ 5′-GCATAAACGCAGAGCATTCCT-3′; and siNC (control sequence that does not target any known gene) 5′-GCTTCGCGCCGTAGTCTTA-3′. We cloned the entire hairpin sequence (including a 6 bp 5′-end lead sequence 5′-gatccg-3′, a 7 bp loop sequence 5′-TCAAGAG-3′ between sense and antisense strands, and a >7 bp 3′-end sequence 5′-ttttttg-3′) and packaged them into AAV8-RedO-shRNA using Gibson assembly as described above. To maximize the knockdown efficacy using a Pol II promoter in AAV (Giering et al., 2008), no extra base pairs were retained between the RedO promoter and the 5′-end sequence of shRNAs. Due to the lack of an adequate Ldhb antibody, we confirmed the in vivo Ldhb knockdown efficiency of all three AAV8-RedO-siLdhb vectors by co-injection with an AAV8-Ldhb-3xFLAG vector into WT mouse eyes with detection using FLAG immunofluorescence as described in the Histology section (Figure 3—figure supplement 1A).

### Subretinal injection

On the day of birth (P0), AAVs were injected into the eyes of pups as previously described (Matsuda and Cepko, 2007; Xiong et al., 2015). For all experiments in which cones were quantified, and to provide a means to trace infection (e.g., for IHC), 2.5 × 10^8^ vg/eye of AAV8-RedO-H2BGFP was co-injected with the experimental AAVs, or alone as a control. The dose of each experimental AAV was ≈1 × 10^9^ vg/eye, individually or when in combination with other experimental AAV’s, and the injection volume was the same for each injection. For all other experiments, such as FACS sorting and ex vivo live imaging, 1 × 10^9^ vg/eye of AAV8-SynP136-H2BGFP, which provides better cone specificity but lower expression level than RedO-H2BGFP, was co-injected. All of the control groups in this study refer to AAV reporter (e.g., H2BGFP or PercevalHR) injection alone.

### Photopic visual acuity measured for optomotor response

The photopic optomotor response of mice was measured using the OptoMotry System (CerebralMechanics) at a background light of ≈70 cd/m^2^ as previously described (Xiong et al., 2019). The contrast of the grates was set to be 100%, and temporal frequency was 1.5 Hz. The threshold of mouse visual acuity (i.e., maximal spatial frequency) was tested by an examiner without knowledge of the control vs. experimental groups. During each test, the direction of movement of the grates (i.e., clockwise or counterclockwise) was randomized, and the spatial frequency of each testing episode was determined by the software. Without knowing the spatial frequency of the moving grates, the examiner reported either ‘yes’ or ‘no’ to the system until the threshold of acuity was determined by the software. Optomotor tests were conducted on *rd10* and *Rho*^-/-^ mice, but not with *rd1* strain, which loses vision at a very early age, before any meaningful test could be performed.

### Electroretinography

To probe *rd10* cone function, photopic ERGs were measured in anesthetized mouse eyes in vivo as previously described using an Espion E3 System (Diagonsys LLC) (Xiong et al., 2019; Xue et al., 2020). Multiple white flashes were applied to elicit ERG responses at 1 (peak), 10 (peak), 100 (xenon), and 1000 (xenon) cd s/m^2^ intensities with a white light background of 30 cd/m^2^. A ketamine/xylazine cocktail (100/10 mg/kg) was introduced via intraperitoneal injection to mice for anesthesia. Tropicamide 1% eye solution (Bausch + Lomb) was used to dilate the pupil.

### Histology

Mice were euthanized with CO_2_ and cervical dislocation, and the eyes were enucleated. For flat-mounts, retinas were separated from the rest of the eye using a dissecting microscope and were fixed in 4% paraformaldehyde solution for 30 min. The retinas were then flat-mounted on a glass slide and coverslip. For H2BGFP-labeled cone imaging, we used a Keyence fluorescence microscope with a ×10 objective (Plan Apo Lamda 10x/0.45 Air DIC N1) and GFP filter box (OP66836).

For cone opsin antibody staining in whole-mount retinas, after fixation, retinas were blocked for 1 hr in PBS with 5% normal donkey serum and 0.3% Triton X-100 at room temperature. After blocking, retinas were incubated with a mixture of 1:200 anti-s-opsin (OPN1MW) antibody (AB5407, EMD Millipore) and 1:600 anti-m-opsin (OPN1SW) antibody (AB5405, EMD Millipore) in the same blocking solution overnight at 4°C, followed by secondary donkey-anti-rabbit antibody staining (1:1000, Alexa Fluor 594) at room temperature for 2 hr, then flat-mounted on a glass slide and coverslip.

For frozen sections, whole eyes were fixed in 4% paraformaldehyde solution for 2 hr at room temperature, followed by removal of the cornea, lens, and iris. The eye cups then went through a 15% and 30% sucrose solution to dehydrate at room temperature, followed by overnight incubation in 1:1 30% sucrose and Tissue-Tek O.C.T. solution at 4°C. Eye cups were embedded in a plastic mold, frozen in a −80°C freezer, and cut into 20 or 12 μm thin radial cross sections that were placed on glass slides. Antibody staining was done similarly to whole-mounts as described above and previously (Wang et al., 2014). PBS with 0.1% Triton X-100, 5% normal donkey serum ,and 1% bovine serum albumin (BSA) was used as the blocking solution, except for FLAG detection (10% donkey serum and 3% BSA). GLUT1 (encoded by *Slc2a1* gene) antibody (GT11-A, Alpha Diagnostics) was used at 1:300 dilution, PARP1 antibody (ab227244, Abcam) was used at 1:300 dilution, GFP antibody (ab13970, Abcam) was used at 1:1000 dilution to detect GFP-Txnip, ARR3 antibody (AB15282, Millipore Sigma) was used at 1:1000 dilution to detect cone arrestin (encoded ay the *Arr3* gene), and FLAG antibody (ab1257, Abcam) was used at 1:2000 based on a previous study (Ferrando et al., 2015). If applicable, 1:1000 PNA (CY5 or rhodamine labeled) for cone extracellular matrix labeling and 1:1000 DAPI were used to co-stain with secondary antibodies. Stained sections were imaged with a confocal microscope (LSM710, Zeiss) using ×20 or ×63 objectives (Plan Apo 20x/0.8 Air DIC II, or Plan Apo 63X/1.4 Oil DIC III).

### Automated cone counting

The cone-H2BGFP images of entire flat-mounted retinas were first analyzed in ImageJ to acquire the diameter and the center parameters of the sample. We used a custom MATLAB script to automatically count the number of H2BGFP-positive cones in the central ½ radius of the retina since RP cones degenerate faster in the central than the peripheral retina. The algorithm was based on a Gaussian model to identify the centers of labeled cells (Wu et al., 2021). The threshold of peak intensity and the variance of distribution were initially determined using visual inspection, and a comparison to the number of manually counted cones from six retinas. The threshold of intensity and variance thus determined were then set at fixed values for all the experiments that used cone quantification. The background intensity did not interfere with the accurate counting on the raw images by this MATLAB script despite the observation that the intensity of some images looked different at low magnification. This method of cone counting was further verified using FACS analysis of cones in this study (Figure 1—figure supplement 2B) and an independent study (Wang et al., 2020).

### Live imaging of cones on ex vivo retinal explants

For JC-1 mitochondrial dye staining, the retina was quickly dissected in a solution of 50% Ham's F-12 Nutrient Mix (11765054, Thermo Fisher Scientific) and 50% Dulbecco's Modified Eagle Medium (DMEM; 11995065, Thermo Fisher Scientific) at room temperature. They were then incubated in a culture medium containing 50% Fluorobrite DMEM (A1896701, Thermo Fisher Scientific), 25% heat-inactivated horse serum (26050088, Thermo Fisher Scientific), and 25% Hanks' Balanced Salt Solution (14065056, Thermo Fisher Scientific) with 2 μM JC-1 dye (M34152, Thermo Fisher Scientific) at 37°C in a 5% CO_2_ incubator for 20 min. The retinas were washed in 37°C in this medium without JC-1 three times, transferred to a glass-bottom culture dish (MatTek P50G-1.5-30F) with culture medium, and imaged using a confocal microscope (LSM710 Zeiss), which was equipped with a chamber pre-heated to 37°C with pre-filled 5% CO_2_. Right before imaging, a cover slip (VWR 89015-725) was gently applied to flatten the retina. Regions of interest (with H2BGFP as an indicator of successful AAV infection and to set the correct focal plane on the cone layer) were selected under the eyepiece with a ×63 objective (Plan Apo 63X/1.4 Oil DIC III). Fluorescent images from the same region of interest were obtained with the excitation wavelength of 561 nm (for J-aggregates), 514 nm (for JC-1 monomer), and 488 nm (for H2BGFP). Four different regions of interest from the central part of the same retina were imaged before moving to the next retina.

For RH421 (Na^+^/K^+^ ATPase dye) staining, similar steps were taken as for JC-1 staining, with the following modifications: (1) 0.83 μM RH421 dye (61017, Biotium) was added to the glass-bottom culture dishes just before imaging, but not during incubation in the incubator, due to the fast action of RH421. (2) Five regions of interest were imaged per retina from the central area. (3) The dissection and culture medium were lactate-only medium (see below). (4) Excitation wavelengths: 561 nm (RH421) and 488 nm (H2BGFP).

For imaging genetically encoded metabolic sensors (PercevalHR, iGlucoSnFR, and pHRed), retinas were placed in the incubator for 12 min and then taken to confocal imaging without any staining. For the high-glucose condition, the culture medium described above contains ≈15 mM glucose without lactate or pyruvate. For the lactate-only condition, the culture and dissection media were both glucose-pyruvate-free DMEM (A144300, Thermo Fisher Scientific) and were supplemented with 20 mM sodium L-lactate (71718, Sigma-Aldrich). For the pyruvate-only condition, the culture and dissection media were both glucose-pyruvate-free DMEM plus 10 or 20 mM sodium pyruvate (P2256, Sigma-Aldrich). No AAV-H2BGFP was co-injected with these sensors since the sensors themselves could be used to trace the area of infection. The excitation wavelengths for sensors were 488 and 405 nm (PercevalHR, ratiometric high and low ATP:ADP), 488 and 561 nm (iGlucoSnFR, glucose-sensing GFP and normalization mRuby), and 561 and 458 nm (pHRed, ratiometric low and high pH).

The fluorescent intensity of all acquired images was measured by ImageJ. The ratio of sensors/dye was normalized to averaged control results taken at the same condition.

### Flow cytometry and cell sorting

All flow cytometry and cell sorting were performed on MoFlo Astrios EQ equipment. Retinas were freshly dissected and dissociated using cysteine-activated papain followed by gentle pipetting (Shekhar et al., 2016). Before sorting, all samples were passed through a 35 μm filter with buffer containing Fluorobrite DMEM (A1896701, Thermo Fisher Scientific) and 0.4% BSA. Cones labeled with AAV8-SynP136-H2BGFP (highly cone-specific) were sorted into the appropriate buffer for either ddPCR or RNA sequencing.

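The composition of the sorted cells was read from 11 lists of marker genes. The 12 cone genes took 5.68% ± 0.574 of all counts (SD, n = 6) in BALB/c control and 5.10% ± 0.317 (SD, n = 6) in BALB/c Txnip libraries, and 7.04% ± 2.36 (SD, n = 3) and 6.14% ± 2.69 (SD, n = 3) in C57BL/6J. The 9 rod genes took 0.206% ± 0.0293 (SD, n = 6) and 0.241% ± 0.0240 (SD, n = 6) in BALB/c. In a two-sided exact permutation test, p was 0.0628 for the cone share in BALB/c and 0.0368 for the rod share, or 0.173 and 0.135 after Benjamini-Hochberg adjustment over the 11 lists. Leaving the mitochondrial genes out of the total changed the difference in the rod share from 0.0352 to 0.0367 percentage points. The total also includes the ribosomal RNA locus, which took 8.70%, 6.07% and 6.00% in BALB/c control replicates 2, 4 and 5. These replicates had the highest cone shares of their group, 6.08%, 5.96% and 6.42%. Shares with this locus left out of the total were not computed. In C57BL/6J the rod share was 1.41% in control replicate 1 (95% Wilson interval 1.40% to 1.43%) and 0.978% in Txnip replicate 2 (0.967% to 0.989%), against 0.110% to 0.229% in the other libraries.

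The amacrine list took 0.0335% ± 0.00331 (SD, n = 6) of the BALB/c control counts and 0.0434% ± 0.00482 (SD, n = 6) of the BALB/c Txnip counts, with an exact permutation p of 0.00433 and 0.0476 after Benjamini-Hochberg adjustment. Of the counts on this list, 57.5% fell on Gad1 and Pax6. The Müller glia list rose from 0.113% ± 0.00704 (SD, n = 6) to 0.123% ± 0.00511 (SD, n = 6), with 0.0833 after the same adjustment of its exact permutation p. For the remaining lists the adjusted permutation p in BALB/c was 0.195 for bipolar cells, 0.714 for ganglion cells and for blood, 0.807 for microglia and for endothelial cells, and 0.855 for horizontal cells and for the retinal pigment epithelium. With 3 libraries against 3, no list could reach p under 0.1 in C57BL/6J, where the exact permutation p was 0.3 or above.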

### RNA sequencing

RNA sequencing was done as previously described (Wang et al., 2019). 1000 H2BGFP-positive cones per retina were sorted into 10 μL of Buffer TCL (QIAGEN) containing 1% β-mercaptoethanol and immediately frozen in −80°C. On the day of sample submission, the frozen cone lysates were thawed on ice and loaded into a 96-well plate for cDNA library synthesis and sequencing. A modified Smart-Seq2 protocol was performed on samples by the Broad Institute Genomics Platform with ∼6 million reads per sample (Picelli et al., 2013). The reads were mapped to the GRCm38.p6 reference genome after quality control measures. Reads assigned to each gene were quantified using featureCounts (Liao et al., 2014). Count data were analyzed using DESeq2 to identify differentially expressed genes, with an adjusted p value less than 0.05 considered significant (Anders and Huber, 2010). The raw results have been deposited to Gene Expression Omnibus (accession number GSE161622 for RP cones and GSE168503 for WT cones).

### ddPCR

RNA was isolated from 20,000 sorted cones per retina using the RNeasy Micro Kit (QIAGEN) as previously described (Wang et al., 2020) and converted to cDNA using the SuperScript III First-Strand Synthesis System (Invitrogen). cDNA from each sample was packaged in droplets for Droplet Digital PCR (ddPCR) using QX200 EvaGreen Supermix (#1864034). The reads of expression were normalized to the housekeeping gene *Hprt*. Sequences for RT-PCR primers were designed using the IDT online RealTime qPCR primer design tool. The following primers were selected for the genes of interest: *Txnip* (forward 5′-ACATTATCTCAGGGACTTGCG-3′; reverse 5′-AAGGATGACTTTCTTGGAGCC-3′), *Hprt* (forward 5′-TCAGTCAACGGGGGACATAAA-3′; reverse 5′-GGGGCTGTACTGCTTAACCAG-3′), *mt-Nd4* (forward 5′-AGCTCAATCTGCTTACGCCA-3′; reverse 5′-TGTGAGGCCATGTGCGATTA-3′), *mt-Cytb* (forward 5′-ATTCTACGCTCAATCCCCAAT-3′; reverse 5′-TATGAGATGGAGGCTAGTTGGC-3′), *mt-Co1* (forward 5′-TCTGTTCTGATTCTTTGGGCACC-3′; reverse 5′-CTACTGTGAATATGTGGTGGGCT-3′), *Acsl3* (forward 5′- AACCACGTATCTTCAACACCATC-3′; reverse 5′- AGTCCGGTTTGGAACTGACAG-3′), and *Ftl1* (forward 5′- CCATCTGACCAACCTCCGC-3′; reverse 5′- CGCTCAAAGAGATACTCGCC-3′).

### Transmission electron microscopy

Intracardial perfusion (4% PFA + 1% glutaraldehyde) was performed on ketamine/xylazine (100/10 mg/kg) anesthetized mice before the removal of eyes. The cornea was sliced open and the eye was fixed with a fixative buffer (1.25% formaldehyde + 2.5% glutaraldehyde + 0.03% picric acid in 0.1 M sodium cacodylate buffer, pH 7.4) overnight at 4°C. The cornea, lens, and retina were removed before resin embedding, ultrathin sectioning, and negative staining at Harvard Medical School Electron Microscopy Core. The detailed methods can be found on the core’s website (https://electron-microscopy.hms.harvard.edu/methods). The stained thin sections were imaged on a conventional TEM (JEOL 1200EX) with an AMT 2k CCD camera.

### Statistics

For the comparison of two sample groups, two-tailed unpaired Student’s t-test was used to test for the significance of difference, except for P140 *Rho*^-/-^ optomotor assay (paired two-tail t-test). For comparison of more than two sample groups, ANOVA and Dunnett's multiple comparison test were performed in Prism 8 software to determine the significance. A p-value of <0.05 was considered statistically significant. All error bars are presented as mean ± standard deviation, except for the* rd10* optomotor assays, ERG, FACS cell %, and RNA-seq raw reads (mean ± SEM).

### Study approval

All animal experiments were approved by the IACUC of Harvard University in accordance with institutional guidelines.

## Data Availability

Sequencing data have been deposited in GEO under accession codes GSE161622 and GSE168503. The following datasets were generated: XueYCepkoCL2020RP mouse cone transcriptom change with Txnip treatmentNCBI Gene Expression OmnibusGSE161622 XueYCepkoCL2021Wildtype (wt) mouse cone transcriptome change with Txnip treatmentNCBI Gene Expression OmnibusGSE168503

# Supplementary material for: AAV-Txnip prolongs cone survival and vision in mouse models of retinitis pigmentosa
**Source:** eLife. 2021 Apr 13;10:e66240. doi: 10.7554/eLife.66240
**Supplement:** Figure 1—source data 1. — Best1: retinal pigmented epithelium-specific promoter; SynPVI, SynP136, red opsin (RedO), RO1.7: various cone-specific promoters; N/A: not applicable; –: not performed; Pos: positive for cone rescue; Neg: negative for cone rescue.

**Figure 1—source data 1: AAV8 vectors used in this study.**

***Best1:*** *RPE-specific promoter.* ***SynPVI, SynP136, RedO, RO1.7:*** *various cone-specific promoters.* ***N/A:*** *not applicable.* ***- :*** *not performed.* ***Pos:*** *positive for cone rescue.* ***Neg:*** *Negative for cone rescue.*

# Supplementary material for: AAV-Txnip prolongs cone survival and vision in mouse models of retinitis pigmentosa
**Source:** eLife. 2021 Apr 13;10:e66240. doi: 10.7554/eLife.66240
**Supplement:** Figure 5—source data 1.

**Figure 5—source data 1: Differentially expressed genes in cones infected by AAV8-RedO-Txnip (1 x 10^9^ vg/eye plus AAV8-SynP136-H2BGFP, 1 x 10^9^ vg/eye) vs. control (AAV8-SynP136-H2BGFP, 1 x 10^9^ vg/eye) in common between two RP strains (*rd1* and *Rho*^-/-^).**

|  | **P90 *Rho^-/-^*** | | | | **P21 *rd1*** | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **MGI**  **symbol** | **Base**  **Mean** | **log2Fold Change** | **log2Fold**  **SE** | **Adjusted**  **p-value** | **Base**  **Mean** | **log2Fold Change** | **log2Fold**  **SE** | **Adjusted**  **p-value** |
| **Txnip** | 1324.3 | 10.211 | 0.516 | 4.78E-83 | 582.4 | 9.325 | 0.775 | 2.17E-29 |
| **mt-Cytb** | 13643.7 | 1.248 | 0.257 | 0.00079349 | 5651.4 | 0.384 | 0.082 | 0.00014272 |
| **mt-Nd4** | 3118.0 | 1.195 | 0.212 | 3.52E-05 | 1504.6 | 0.392 | 0.076 | 1.76E-05 |
| **Vax2os** | 67.2 | 1.028 | 0.323 | 0.04091883 | 33.6 | 0.932 | 0.321 | 0.04383248 |
| **mt-Co1** | 9876.4 | 0.808 | 0.189 | 0.00393386 | 5235.1 | 0.388 | 0.075 | 1.7625E-05 |
| **Rom1** | 5040.6 | 0.748 | 0.190 | 0.00789643 | 4432.7 | 0.164 | 0.056 | 0.04435279 |
| **Cd63** | 488.9 | 0.717 | 0.233 | 0.04957176 | 249.8 | 0.370 | 0.110 | 0.01303008 |
| **Ftl1** | 799.9 | 0.657 | 0.212 | 0.04701416 | 934.6 | 0.252 | 0.081 | 0.02671713 |
| **Utp14b** | 51.1 | -2.486 | 0.586 | 0.00406139 | 60.1 | -1.679 | 0.246 | 2.9705E-09 |
| **Slc9a7** | 52.9 | -1.993 | 0.494 | 0.00646284 | 45.3 | -1.047 | 0.278 | 0.00408081 |
| **Megf9** | 369.0 | -1.752 | 0.529 | 0.03204053 | 417.7 | -0.666 | 0.173 | 0.00313404 |
| **Mgat2** | 33.4 | -1.572 | 0.434 | 0.01699743 | 36.7 | -1.343 | 0.343 | 0.00251377 |
| **Rnf168** | 40.0 | -1.508 | 0.476 | 0.04171633 | 45.7 | -0.970 | 0.275 | 0.00857761 |
| **Mid1** | 60.9 | -1.478 | 0.395 | 0.0126336 | 213.7 | -0.995 | 0.198 | 3.5144E-05 |
| **Ptprn2** | 333.4 | -1.461 | 0.358 | 0.00598384 | 45.8 | -0.994 | 0.309 | 0.01998408 |
| **Ankle2** | 115.9 | -1.429 | 0.350 | 0.00598384 | 99.1 | -0.605 | 0.207 | 0.04246472 |
| **Ccny** | 71.1 | -1.274 | 0.379 | 0.02959143 | 74.7 | -1.034 | 0.258 | 0.00181454 |
| **Galnt13** | 361.3 | -1.244 | 0.341 | 0.0159734 | 504.9 | -0.371 | 0.113 | 0.01655375 |
| **Ablim1** | 135.7 | -1.172 | 0.296 | 0.00760665 | 158.7 | -0.798 | 0.151 | 1.1301E-05 |
| **Acsl3** | 460.5 | -1.075 | 0.309 | 0.0236877 | 703.9 | -1.467 | 0.153 | 3.0866E-18 |
| **Ube3a** | 161.2 | -1.027 | 0.303 | 0.02803579 | 209.5 | -0.688 | 0.187 | 0.00513769 |
| **Socs5** | 358.6 | -0.820 | 0.256 | 0.03984866 | 337.8 | -0.811 | 0.126 | 2.8137E-08 |
| **Heg1** | 1328.6 | -0.795 | 0.209 | 0.01057592 | 1062.7 | -0.378 | 0.067 | 1.6244E-06 |
| **Cand1** | 323.4 | -0.744 | 0.231 | 0.03864972 | 283.1 | -0.597 | 0.187 | 0.02106014 |
| **Gprasp1** | 509.6 | -0.534 | 0.163 | 0.03426564 | 356.1 | -0.416 | 0.145 | 0.04690377 |

# Supplementary material for: AAV-Txnip prolongs cone survival and vision in mouse models of retinitis pigmentosa
**Source:** eLife. 2021 Apr 13;10:e66240. doi: 10.7554/eLife.66240
**Supplement:** Figure 5—source data 2.

**Figure 5—source data 2: Differentially expressed gene(s) in cones infected by AAV8-RedO-Txnip (1 x 10^9^ vg/eye plus AAV8-SynP136-H2BGFP, 1 x 10^9^ vg/eye) vs. control (AAV8-SynP136-H2BGFP, 1 x 10^9^ vg/eye) in common between two WT strains (BALB/c and C57BL6/J).**

|  | **P35 C57BL/6J** | | | | **P21 BALB/c** | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **MGI**  **symbol** | **Base**  **Mean** | **log2Fold Change** | **log2Fold**  **SE** | **Adjusted**  **p-value** | **Base**  **Mean** | **log2Fold Change** | **log2Fold**  **SE** | **Adjusted**  **p-value** |
| **Txnip** | 2500.3 | 12.780 | 1.064 | 1.16E-28 | 1355.8 | 11.721 | 0.594 | 1.12E-82 |

# Supplementary material for: AAV-Txnip prolongs cone survival and vision in mouse models of retinitis pigmentosa
**Source:** eLife. 2021 Apr 13;10:e66240. doi: 10.7554/eLife.66240
**Supplement:** Figure 5—source data 3. — Data presented as mean ± SEM (n = sample size, i.e., number of retinas per condition).

**Figure 5— source data 3: Cone *Txnip* mRNA raw reads in the RNA-seq data (from 1,000 FACS cones per retina).**

| **Condition** | **Control** | **Txnip** |
| --- | --- | --- |
| **P21 *rd1*** | 3.5 ± 2.2 (n=6) | 1834.3 ± 36.3 (n=3) |
| **P90 *Rho*^-/-^** | 2.3 ± 1.7 (n=4) | 2767.3 ± 232.2 (n=4) |
| **P21 BALB/c** | 1.0 ± 0.5 (n=6) | 3116.8 ± 859.6 (n=6) |
| **P35 C57BL/6J** | 0.7 ± 0.3 (n=3) | 5882.7 ± 1884.4 (n=3) |

*Data presented as: Mean ± SEM (n = sample size, i.e. number of retinas per condition.)*

# Supplementary material for: AAV-Txnip prolongs cone survival and vision in mouse models of retinitis pigmentosa
**Source:** eLife. 2021 Apr 13;10:e66240. doi: 10.7554/eLife.66240
**Supplement:** Figure 5—source data 4. — Data presented as mean ± SEM (n = 35 for all). No significant difference in these genes with or without Txnip in each strain.

**Figure 5—source data 4: Cone mRNA raw reads from RNA-seq of all 35 retinas used in the study.**

| **Gene** | **Raw reads** |
| --- | --- |
| ***Slc2a1*** | 278.8 ± 21.4 |
| ***Ldha*** | 6827.4 ± 511.8 |
| ***Ldhb*** | 296.0 ± 28.7 |

*Data presented as: Mean ± SEM (n=35 for all).*

*No significant difference in these gene with or without Txnip in each strain.*

How the deposited data were processed for this re-analysis (not part of the article)

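The data are RNA-seq libraries of cones sorted from 18 WT mouse retinas, 1000 cones and 1 library per retina: 6 control and 6 Txnip libraries from BALB/c at postnatal day 21, and 3 control and 3 Txnip libraries from C57BL/6J at postnatal day 35. The condition and the replicate number of each library were taken from the sample labels, whose groups and group sizes match the legend of Figure 5—figure supplement 2. The RP libraries were not analysed here.

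The authors counted read pairs per gene with featureCounts 1.6.2 on the exons of the Ensembl 94 annotation of GRCm38 and deposited those counts, 1 table per library with 54532 genes, without normalization. The command in the tables left out chimeric pairs, counted a pair for every gene whose exons it overlapped, and set no option for strand or for pairs that aligned to several places. The paper's text does not name the aligner. The tables name genes by Ensembl identifier, and 123 identifiers had no symbol in the annotation used here. The authors also deposited a table per strain of the genes with an adjusted p-value under 0.05, in which the authors' DESeq2 computed the log2 fold change of Txnip against control with its standard error, a Wald statistic (a score that was not used), a p-value and an adjusted p-value from the counts. The authors' mean count over both groups was not used. The values taken from these tables are called the authors' where they are given.

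The total per library ran from 647712 to 5172156 counted pairs. At this depth 1 count was worth less in the deeper libraries, so a floor of 3 counts, the most that a count of 0 allows, was set for each library on its own total. Floors and Wilson intervals (95%) cover counting error only.

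Counts were tested in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr on the groups, normalized by TMM, and fitted with glmQLFit and glmQLFTest in each strain on its own, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. CPM values are on TMM-normalized library sizes, and log2 levels use a prior count of 2. Standard errors beside edgeR values are the absolute log2 fold change over the square root of the test's F statistic. The difference between strains in the effect of Txnip, and Nnt between strains, were tested in 1 fit of all 4 groups. Gene sets with at least 3 tested genes were tested with camera in limma 3.58.1 with a preset correlation of 0.01. Single values were compared with two-sided exact permutation tests. The fits were tested on simulated counts with 200 changed genes before they were run on the libraries.

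The tests, the lists of genes and most alternatives were fixed before the data were examined. The alternatives were DESeq2 1.42.0 with default settings, DESeq2 size factors in edgeR, all genes with at least 1 count, genes with at least 10 counts in every library, mitochondrial genes left out of the library size, robust estimation, the replicate number as a block, 1 fit over all 4 groups, the log2 rod share as a covariate, a threshold of 0.1, a threshold of 0.05 with an absolute log2 fold change over 0.5, each library left out in turn, and, for gene sets, fry and an estimated correlation. Covariates for the log2 level of Xist and for the log2 share of the ribosomal RNA locus, and the arrestin family without Txnip, were added after seeing the data. A covariate for library depth was used only for the level of gene lists.

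The genes named in the text are those the paper names for these samples, the genes called in both strains, the genes with the largest rise and fall among the called genes of each strain that are at or above the median level and separate all Txnip from all control libraries, the genes called for a difference between strains, and members of the lists. Since 2 genes were called per strain and 0 between strains, the middle parts of this rule added only Txnip and Gm15441. Genes that overlap a named gene or hold a copy of it are named beside it. Gene lists covered the 13 ETC genes of the mitochondrial genome, the 24 genes other than Txnip that the paper reports in common between the RP strains, nuclear oxidative phosphorylation, glycolysis, fuel genes, interferon, integrated stress, unfolded protein, immediate early, sterol and Nrf2 genes, the arrestin family, and markers of cones, rods, bipolar cells, Müller glia, amacrine cells, horizontal cells, ganglion cells, retinal pigment epithelium, microglia, endothelial cells and blood, and of sex. Copies of mitochondrial genes were searched with BLAST 2.17.0 among the transcripts of GENCODE M21, with at least 95% identity over at least 100.0 bases. Other splits of the libraries were fitted to count how often a result as large arises. There were 100 splits for edgeR in BALB/c, 24 for the slower fits, all 10 in C57BL/6J, and 60 regroupings within strain for the difference between strains.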

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

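The comparison of the Gm15441 and Txnip counts and the fits with the ribosomal RNA share were chosen only after the results were seen. The arrestin family without Txnip was also chosen after seeing the data, but what it would show was written down before the test, as was the case for the splits of the libraries and the globin count. Every count of splits or regroupings with as large a result includes the real grouping.

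Gm15441 was higher with Txnip in both strains, a gene the paper does not discuss, with a log2 fold change of 11.11 in BALB/c and 12.39 in C57BL/6J. Fitted values of a gene with almost no counts in controls depend on the prior count and are no bound. The ratio of its count to that of Txnip varied by 3.23% (SD over mean) across the 9 Txnip libraries, while Txnip itself ranged from 663 to 8536 counts. This is consistent with pairs of the Txnip transcript being counted on the overlapping antisense gene, since the counting did not use strand. Antisense transcription driven together with Txnip was not tested and stays open, since the counts carry no strand.

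The blood share stood apart in BALB/c Txnip replicate 5, with a gap to the nearest library of 0.987 of the group's range, above the critical value of Dixon's test. It rests on 15 counts of Hbb-bs and 1 count of each of Hba-a1, Hba-a2 and Hbb-bt, so that 4 globin genes of the list of 4 had counts. This is consistent with a trace of blood RNA. In C57BL/6J, control replicate 3 had 25 counts on this list and the other 5 libraries had 0, in groups of 3 on which Dixon's test was not run. Dixon's test is given here for 43 groups, of which 1 passed the critical value, where about 1 in 20 would by chance. A further outlier result for a single gene was left out and is not in this count. No biological explanation was tested for this library.

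The effect of Txnip on the 17 genes that Txnip lowered in RP cones differed between the strains, with a camera adjusted p (Benjamini-Hochberg) of 9.97e-08 and a median difference of 0.78 on the log2 scale, C57BL/6J against BALB/c. With fry the adjusted p was 0.200 and with an estimated correlation 0.201, after the same adjustment. Of 60 regroupings of the libraries within strain, 1, the real one, gave a camera p as small, which argues against a random grouping of libraries. With the ribosomal RNA share as a covariate the difference in the list's level was 0.92 (permutation of residuals, two-sided p = 0.0124). In BALB/c the libraries with the lowest shares, control replicates 4 and 5, had the highest levels of the list. In C57BL/6J the libraries with the highest shares had the highest levels. A slope common to both strains cannot follow both, so this test does not decide whether the share accounts for the difference. Strain and age remain open and cannot be separated in this design.

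The effect on the ETC genes also differed between the strains, with a camera adjusted p of 1.93e-05 and a median difference of −0.52. With fry the Benjamini-Hochberg adjusted p was 0.200, and with an estimated correlation 0.201. Here 15 of the 60 regroupings gave a camera p as small, so a random grouping of libraries may be enough. The difference in level with the ribosomal RNA share as a covariate was −0.49 (permutation of residuals, two-sided p = 0.0193). Within C57BL/6J alone this covariate moved the difference in level between Txnip and control from −0.54 to −0.38. A slope common to both strains therefore does not decide how much of the difference the share accounts for.

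The arrestin family, which contains Txnip, differed between the strains with a camera adjusted p of 0.0228 and a median difference of 0.82 over 6 genes. With fry the Benjamini-Hochberg adjusted p was 0.114, and with an estimated correlation 0.194. Over the members other than Txnip itself, which the vector carries, the camera test of limma, which is approximate with so few libraries, still gave 0.00379 unadjusted. Txnip alone therefore did not make the difference. Arrdc4 differed by 2.43, Arrdc2 by 1.16, Arrdc3 by 0.66, Arrdc1 by 0.082 and Arrdc5 by −0.41, and none passed adjustment (smallest adjusted p 0.906 from edgeR with Benjamini-Hochberg adjustment). With the ribosomal RNA share as a covariate the difference in level of the members other than Txnip was 0.74 (permutation of residuals, two-sided p = 0.00410). Of the 60 regroupings, 5 gave a camera p as small as the whole family did. They kept Txnip, whose level depends on which libraries are grouped, and were not run on the other members alone. For those members they do not decide whether a random grouping of libraries is enough. A difference of strain or age was not tested apart from it.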

How the results depend on the processing

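Txnip rose past the threshold in both strains in every setting that could test it, between 11.48 and 11.74 on the log2 scale in BALB/c and between 12.53 and 12.78 in C57BL/6J, and across the fits that left out 1 library each. The filter on at least 10 counts in every library removed it. The 3 ETC genes of the RP list and Slc2a1, Ldha and Ldhb were never called. The Xist and ribosomal RNA covariates were chosen after seeing the data. Where no reason is given for a change, the cause was not tested.

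The number of genes called in BALB/c was 2, and it was 76 with DESeq2, 1400 with all genes of at least 1 count, 0 with at least 10 counts in every library (961 at an unadjusted p under 0.05; this filter removes Txnip and Gm15441) and 4 with the Xist covariate. It was 2 to 258 across the 12 fits that each left out 1 library, with 258 without Txnip replicate 1, 23 without control replicate 1 and 6 without Txnip replicate 2. At an unadjusted p under 0.05 there were 1372 genes, 2119 with DESeq2, 7798 with at least 1 count, 820 with the rod covariate, 706 with the ribosomal RNA covariate, and 1023 to 1694 with 1 library left out.

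In C57BL/6J, 2 genes were called, 5 with at least 1 count and 0 with at least 10 counts in every library (85 at an unadjusted p under 0.05). At an unadjusted p under 0.05 there were 97 genes, 340 with at least 1 count, 409 in 1 fit over all groups, 191 with the ribosomal RNA covariate, and 50 to 325 with 1 library left out (50 without control replicate 3, 52 without Txnip replicate 3, 190 without control replicate 1, 207 without Txnip replicate 2, 214 without Txnip replicate 1, 325 without control replicate 2). The number called in both strains was 2, and 0 with at least 10 counts.

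The median log2 fold change of the ETC genes in BALB/c was 0.017 and became −0.047 with the rod and −0.016 with the ribosomal RNA covariate, and −0.027 to 0.031 with 1 library left out. That of the 7 genes raised in RP cones was 0.019 in BALB/c and became −0.057 with the rod and −0.016 with the ribosomal RNA covariate, and −0.027 to 0.066 with 1 library left out. In C57BL/6J it was −0.47, −0.32 with the replicate block, −0.47 in 1 fit over all groups (both past the threshold of camera), 0.054 with the ribosomal RNA covariate, and −0.83 (without control replicate 2) to −0.11 (without control replicate 1). That of the 17 genes lowered in RP cones was 0.21 in C57BL/6J and lost its unadjusted camera call with DESeq2 (0.20), at least 1 count (0.18) and the ribosomal RNA covariate (0.12). The call was also lost without Txnip replicate 2 (0.065), Txnip replicate 3 (0.13) or control replicate 1 (0.23), and the range with 1 library left out was 0.065 to 0.27. In BALB/c it kept its call, from −0.64 to −0.33 in the settings with all libraries and from −0.82 (without Txnip replicate 1) to −0.48 with 1 library left out. Of the 24 genes of the RP list, 0 were called (12 at an unadjusted p under 0.05 in BALB/c), 2 with DESeq2, 10 with at least 1 count, and up to 7 without BALB/c Txnip replicate 1.

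With 1 library left out, mt-Nd4 in BALB/c ran from −0.049 to 0.031 and mt-Co1 from −0.027 to 0.066. Slc2a1 in BALB/c was −0.11 with the rod and −0.11 with the ribosomal RNA covariate, and −0.055 to 0.083 with 1 library left out. Ldha in C57BL/6J was −0.019 with at least 1 count, −0.051 with the replicate block, −0.018 with the rod and −0.028 with the Xist covariate, and −0.31 to 0.18 with 1 library left out. Ldhb was −0.049 with the block and −0.46 to 0.32 with 1 library left out. Nnt between the Txnip libraries of the strains was 0.029. Of 40 tests of gene sets, camera called 5, fry 2, camera with the rod covariate 9 and camera with an estimated correlation 0. Of the other named genes, Socs5 passed the threshold in 3 settings, Ankle2 in 3, Gad1 in 4 and Pax6 in 6.

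With the replicate number as a block, 3 genes were called in BALB/c and 2 in C57BL/6J. Neither the paper nor the labels say that equal numbers mark 1 mouse. Libraries with the same number correlated in their deviations from the group means from −0.18 to 0.22 in BALB/c and from −0.14 to 0.35 in C57BL/6J, and the sex markers differed within 4 of 6 and 2 of 3 pairs, which are therefore not 2 retinas of 1 mouse. The names of the alignment files carry numbers with the letters R and L, which may stand for right and left eyes. Whether the other pairs, or libraries with different numbers, share a mouse is open, so the retinas are not known to be from independent mice. The C57BL/6J libraries limit what can be called: in simulated counts, 56.5% of the changed genes, all of higher level, were recovered there.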

Differences from the paper's values

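No mean or log2 fold change that the paper states for these libraries differed from the value here by more than the errors. The SEM of the Txnip counts in BALB/c control cones is 0.5 in the paper and 0.447 here. The paper states that Txnip was the only gene upregulated in common between the WT strains. Here Gm15441 was called in both strains as well, with edgeR and with DESeq2, and in every alternative set before the data were examined except the filter on at least 10 counts in every library, which removed both genes. The authors' deposited table for BALB/c lists Gm15441, with a log2 fold change of 11.37 and an adjusted p of 1.54e-53 from DESeq2 with Benjamini-Hochberg adjustment. The authors' deposited table for C57BL/6J lists 1 gene, Txnip, while DESeq2 run here on the counts gave Gm15441 a log2 fold change of 12.70 with a Benjamini-Hochberg adjusted p of 4.54e-21 in that strain.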

Other observations

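Apart from most splits of the libraries, the tests in this part were chosen only after the results were seen. The split count for the genes lowered in RP cones was also chosen afterwards.

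In BALB/c, more genes had an unadjusted p under 0.05 than by chance (1372 against 601). Of 100 splits of the 12 libraries, 3 gave as many (median 437.5, largest 1566) and 4 gave as many genes called with edgeR (largest 136). With DESeq2, 2 of 24 splits gave at least 76 genes (largest 211), and with all genes of at least 1 count, 4 of 24 gave at least 1400 (largest 1939). So a random grouping of the libraries may be enough for the numbers from DESeq2 and from the unfiltered genes, while it seldom gave the excess at an unadjusted p. Leaving out BALB/c Txnip replicate 1 gave 258 genes with edgeR.

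The share of the ribosomal RNA locus was 15.1%, 8.70%, 15.0%, 6.07%, 6.00% and 15.7% in BALB/c control replicates 1 to 6 and 14.3%, 16.1%, 15.9%, 12.0%, 15.6% and 16.3% in the Txnip replicates (two-sided exact permutation p = 0.0931). Each has a Wilson interval (95%) of at most 0.1 points to either side. Fitted beside the treatment, the share had 545 genes with an adjusted p under 0.05 (edgeR, Benjamini-Hochberg). Of 40 orders of the share shuffled within groups, 1, the real one, gave as many (next largest 290). This is consistent with a difference between libraries that the share follows. With the share as a covariate there were 706 genes at an unadjusted p under 0.05, against 1372 without it. The number called was 173 without a filter, against 1400, and 3 with DESeq2, against 76. Shuffled shares left as few in 2 of 40, 2 of 40 and 7 of 24 orders, the real one counted. The rod share left 820 genes, and 11 of 40 shuffled rod shares left as few. Other orders left more genes than no covariate did, up to 2681 at an unadjusted p under 0.05 with the ribosomal RNA share and 2072 with the rod share. Since some shuffled shares left as few genes as the real one, these counts do not show whether either share accounts for the excess.

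In C57BL/6J the share of the locus was 3.27%, 27.5% and 6.44% in control and 5.70%, 26.9% and 20.2% in Txnip replicates (two-sided exact permutation p = 0.7). Among all 10 splits of the 6 libraries the largest number of genes called was 801, against 2 for Txnip against control. As many as 2 genes were called in 3 of the 10 splits, and 9 of 10 had as many as 97 genes at an unadjusted p under 0.05. Fitted beside the treatment, the share had 197 genes with an adjusted p under 0.05 (edgeR, Benjamini-Hochberg), and 2 of all 36 orders within groups gave as many (largest 469), so the ribosomal RNA share cannot be told apart from another property of the same libraries. With 10 splits no share under 0.1 is possible.

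Txnip lowered 17 genes and raised 7 in common in the RP cones of the paper. In BALB/c WT cones, 14 of the 17 were lower with Txnip, with a median log2 fold change of −0.56, and 4 of the 7 were higher, with a median of 0.019. In C57BL/6J, 4 of the 17 were lower (median 0.21) and 1 of the 7 was higher (median −0.47). None of the 24 was called over all genes. Adjusted over the list alone, 9 were called in BALB/c, 8 of them in the direction seen in RP cones, and 0 in C57BL/6J, with 12 and 0 at an unadjusted p under 0.05. The exception was Ablim1, which rose by 0.53. Megf9 (−0.92), Acsl3 (−1.34), Ankle2 (−1.19) and Socs5 (−0.74) had the smallest adjusted p over the list alone, 0.00465 (edgeR, Benjamini-Hochberg). Ankle2 and Socs5 are also in the authors' deposited table for BALB/c. Utp14b and Acsl3 share 244 exonic bases. Of 100 splits of the libraries, 4 gave as many as 9 list genes.

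For the 17 genes in BALB/c, camera gave an adjusted p of 6.34e-06 (Benjamini-Hochberg), while fry gave 0.270 and camera with an estimated correlation of 0.455 gave 0.760 after the same adjustment. Of 100 splits, 6 gave a camera p as small and 51 gave one under 0.05. The genes varied together between libraries of a group more than any of 10000 lists matched on expression (percentile 100.0). This is consistent with a shared variation between libraries as the source of the small camera p. Each library's mean log2 level of the list, which takes this variation into account, was 5.38, 5.70, 5.50, 6.05, 6.04 and 5.43 in control and 5.74, 5.41, 4.62, 4.65, 4.80 and 4.99 in Txnip replicates, a difference of −0.65 (two-sided exact permutation p = 0.0238). In C57BL/6J it was 0.28 (p = 0.3 from the same exact test). Removing the trend with exonic length left a median of −0.60, outside the −0.13 to 0.10 of 95% of matched lists, which argues against length. The level still fell with a covariate for library depth (−0.62, permutation of residuals, two-sided p = 0.0225) and for RNA of rods (−0.63, p = 0.0433 from the same permutation). With the ribosomal RNA share it was −0.43 (p = 0.0817 from the same permutation), and this share cannot be told apart from the treatment here, since the controls with the lowest shares, 4 and 5, also had the highest levels of the list. An effect of Txnip stays open.

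The 17 genes lowered in RP cones are long, with a median of 7679 exonic bases (percentile 80.3 of the genes tested in BALB/c), and the 7 raised are short, with 1526 (percentile 10.6; two-sided exact rank test, p = 2.6e-04). The median of the genes tested was 4332. Whether a trend of the fold change with length may have shaped the list cannot be told from WT libraries.

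In C57BL/6J the mean log2 level of the ETC genes was 9.72, 8.84 and 9.35 in control and 8.79, 8.55 and 8.95 in Txnip replicates. The difference was −0.54, and −0.48 with a covariate for library depth, −0.54 for RNA of rods and −0.38 for the ribosomal RNA share (permutation of residuals, two-sided p = 0.209, 0.154 and 0.110). With 6 libraries these explanations cannot be told apart. The genes' correlation within groups was at percentile 97.47 of matched lists, 2 of the 10 splits gave a camera p as small and 5 gave one under 0.05. Variation shared by the genes between libraries is therefore a possible explanation of the camera call.

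Of 20 gene sets per strain, camera called 3 in BALB/c (the 17 genes, rod genes with an adjusted p of 0.0422 and the arrestin family with 0.0422) and 2 in C57BL/6J (ETC genes and the arrestin family with 4.83e-09), with Benjamini-Hochberg adjustment. Of these, fry called the arrestin family in both strains. As many sets came from 28 of 100 splits in BALB/c and from all 10 of 10 in C57BL/6J, so a random grouping may be enough. Txnip stayed in the arrestin family in these splits. Without Txnip, the arrestin family had a p from limma's camera of 0.282 over 2 genes in BALB/c and 3.24e-04 over 4 genes in C57BL/6J.

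Between strains, 0 of 14751 genes differed in the effect of Txnip (smallest adjusted p 0.339, edgeR with Benjamini-Hochberg adjustment), with 706 at an unadjusted p under 0.05, and 32 of 60 regroupings within strain gave as many. The control libraries of the strains differed in 2189 genes when compared alone. Of 84 splits of these 9 libraries, 1, the real one, gave as many. Strain, age and sequencing run go together here and cannot be told apart.

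Of the 13 ETC genes of the mitochondrial genome, 6 had fewer than 10 counts on average in BALB/c. A near-identical copy existed for 5 of these and for 0 of the other 7 (two-sided Fisher's exact test, p = 0.00466), consistent with the loss of pairs that align to several places. mt-Nd3 had 19 to 70 counts in C57BL/6J, where its copy Gm28438 had 0. In BALB/c, Gm28438 had 24 to 151 and mt-Nd3 at most 3. The mt-Nd3 share of the pair differed by 99.5 percentage points (two-sided exact permutation p = 5.39e-05). A candidate explanation is a variant between the mitochondrial genome of BALB/c and the reference, which makes pairs align to the copy. Of the 348 bases of mt-Nd3, 345 align to Gm28438, with 1 mismatch.

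The rod share stood out in C57BL/6J control replicate 1 and Txnip replicate 2, and 8 of the 9 rod genes were highest in these libraries. The rod genes' correlation within groups was at percentile 99.9 of matched lists, consistent with RNA of rods mixed into the sorted cones. In BALB/c the amacrine share rose by 0.38 on the log2 scale and the Müller glia share by 0.12. Their ratio rose as well (two-sided exact permutation p = 0.00866), which argues against a lower share of cone RNA as the whole cause. Gad1 (0.78) and Pax6 (0.65) rose. The other amacrine genes tested had a mean log2 fold change of −0.063 (standard error 0.10). This is below the rise of the share by more than 2 standard errors, the limit first set for ruling out RNA of amacrine cells. The label was changed to open after the single genes were seen, since they went both ways, with −0.15 for Slc6a9, 0.20 for Tfap2b and −0.32 for C1ql2. Tfap2a, which edgeR's filter left out, went from 1.66 to 4.47 CPM (two-sided exact permutation p = 0.0238). RNA of amacrine cells therefore cannot be told apart from a change of Gad1 and Pax6 in cones. These 2 genes are in the authors' deposited table for BALB/c and were not called with edgeR (adjusted p 0.106 and 0.0629, Benjamini-Hochberg). Whether Txnip changes them is open.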
